# A secreted microRNA disrupts autophagy in distinct tissues of *Caenorhabditis elegans* upon ageing

**DOI:** 10.1038/s41467-019-12821-2

**Published:** 2019-10-23

**Authors:** Yifei Zhou, Xueqing Wang, Mengjiao Song, Zhidong He, Guizhong Cui, Guangdun Peng, Christoph Dieterich, Adam Antebi, Naihe Jing, Yidong Shen

**Keywords:** Macroautophagy, Extracellular signalling molecules, Ageing, miRNAs

## Abstract

Macroautophagy, a key player in protein quality control, is proposed to be systematically impaired in distinct tissues and causes coordinated disruption of protein homeostasis and ageing throughout the body. Although tissue-specific changes in autophagy and ageing have been extensively explored, the mechanism underlying the inter-tissue regulation of autophagy with ageing is poorly understood. Here, we show that a secreted microRNA, *mir-83*/miR-29, controls the age-related decrease in macroautophagy across tissues in *Caenorhabditis elegans*. Upregulated in the intestine by *hsf-1*/HSF1 with age, *mir-83* is transported across tissues potentially via extracellular vesicles and disrupts macroautophagy by suppressing CUP-5/MCOLN, a vital autophagy regulator, autonomously in the intestine as well as non-autonomously in body wall muscle. Mutating *mir-83* thereby enhances macroautophagy in different tissues, promoting protein homeostasis and longevity. These findings thus identify a microRNA-based mechanism to coordinate the decreasing macroautophagy in various tissues with age.

## Abstract (web summary)

Decreased autophagy is a hallmark of ageing, but its inter-tissue regulation is poorly understood. Here, Zhou et al. identify* mir-83* in C. elegans, which is transported across tissues and suppresses autophagy, contributing to age-related decline.

## Introduction

Ageing results from the disruption of homeostasis, such as protein homeostasis (proteostasis). Proteostasis is the functional balance of the proteome of a living organism. Its disruption is closely associated with age and leads to various ageing phenotypes and ageing-related disorders^1^. One of the critical factors in maintaining proteostasis is macroautophagy (hereafter referred to as autophagy)^1^. During autophagy, cytosolic cargo (e.g., protein aggregates) is engulfed into autophagosomes and degraded in autolysosomes after autophagosomes fuse with lysosomes^2^. Autophagy is enhanced in various longevity models, whereas multiple lines of evidence suggest a gradual dysregulation of autophagy with ageing, impairing proteostasis in aged animals^3,4^. However, the mechanism underlying the decrease in autophagy has scarcely been studied.

An intriguing feature of the decreasing proteostasis with ageing is that it is systematically coordinated in tissues with distinct proteomes and undergoing disparate stresses. Consistently, two crucial prsocesses for proteostasis (i.e., the unfolded protein response and the chaperone signaling response) function in a tissue non-autonomous manner when challenged with tissue-specific perturbations, such as polyglutamine in neurons and misfolded myosin heavy chain in muscle^5–9^. The ageing-induced impairment of autophagy is also systematically controlled among tissues^10^, implying that tissues engage in crosstalk with each other to coordinate their autophagic activities. Previous studies on autophagy in tissues have focused on tissue-specific changes in autophagy and their functions in ageing^3^. However, little is known about the inter-tissue regulation of autophagy.

MicroRNAs are important regulators in various biological processes, including ageing and autophagy^11,12^. They are not only present in cells but have also been found to be secreted into different body fluids. Secreted microRNAs are widely proposed to be biomarkers of various patho-physiological conditions, including ageing^13,14^. Herein, we report a secreted microRNA, *mir-83*/miR-29, as a cross-tissue regulator of the decrease in autophagy with age. Upregulation of *mir-83* in aged intestine by *hsf-1*/HSF1 impairs intestinal autophagy through inhibition of the *mir-83* target CUP-5/MCOLN. Moreover, this autophagy regulation mechanism in the intestine also controls autophagy in body wall muscle (BWM). *mir-83* is transported from the intestine into BWM potentially via extracellular vesicles, suppressing autophagy there by targeting BWM *cup-5 per se*. Our results thus reveal a secreted microRNA-based mechanism dysregulating autophagy in distinct tissues with ageing.

## Results

### *mir-83* is induced by *hsf-1* during ageing in the intestine

To explore the mechanism impairing autophagy among tissues with ageing, we examined transcriptome changes in *Caenorhabditis elegans* at different ages. 

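Small RNA was sequenced from whole wild-type worms of the strain N2, with 3 biological replicates at each of 4 ages and 12 libraries in all. The worms were handpicked into TRIzol, total RNA was isolated with miRNeasy columns, and small RNA libraries were made and sequenced with Illumina technology by BGI. The authors aligned the reads to the reference genome with Tophat, mapped them against known microRNA sequences with miRDeep and deposited counts per mature microRNA. The total was 5784056 to 16867232 counts per library at day 1, 7320594 to 7897687 at day 7, 6652468 to 7388727 at day 14 and 6042140 to 11348110 at day 21. The counts named 368 mature microRNAs, and 245 of them had enough counts to be tested. Counts were normalized by TMM to CPM (counts scaled to a common library total). Ages were compared with the quasi-likelihood test of edgeR in 1 fit of the 12 libraries, with Benjamini-Hochberg adjustment over the 245 microRNAs and a threshold of 0.05 on the adjusted p. MicroRNAs of the miR-35 family, which are made in the germline and in embryos, took 2.34% ± 0.306 of the counts (SD, n = 3) at day 1, 9.28% ± 1.05 at day 7, 20.9% ± 1.26 at day 14 and 20.9% ± 0.966 at day 21. let-7-5p, which times the passage from larva to adult, took 0.924% ± 0.126 of the counts at day 1 and 0.0487% ± 0.0234 at day 21. The first principal component of the log2 CPM held 77.9% of the variance and separated day 1, day 7 and the older worms. Libraries of day 14 and day 21 lay among each other on it.

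**Figure D1:**
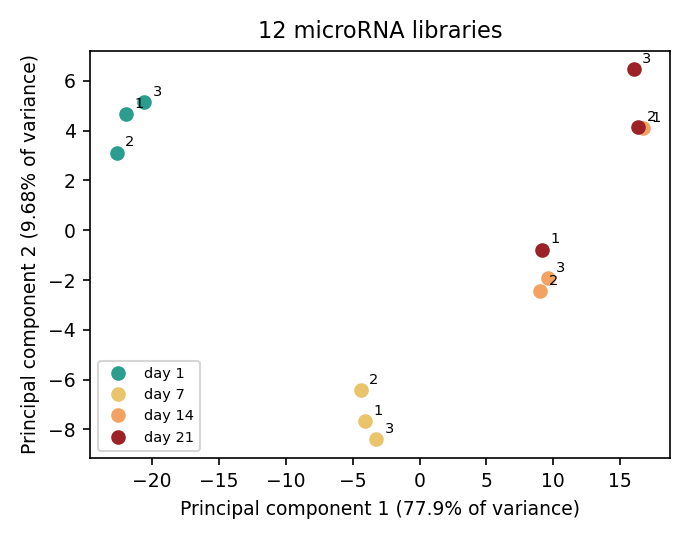
The 12 libraries on the first and second principal components (77.9% and 9.68% of the variance) of log2 CPM, each point 1 library coloured by age. Day 14 replicate 1 (16.7 on the first component) lies beside day 21 replicates 2 and 3 (16.4 and 16.0), and day 21 replicate 1 (9.17) beside day 14 replicates 2 and 3 (9.03 and 9.58).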

Wild-type (WT) worms at four stages of adulthood were analyzed: day 1 (D1, the start of adulthood), day 7 (D7, around the end of the reproductive period), day 14 (D14), and day 21 (D21, around the mean lifespan of WT worms). From microRNA-Seq analysis and qRT-PCR validation, *mir-83*, homologous to mammalian miR-29, was found to increase with ageing^15^ (Fig. 1a and Supplementary Fig. 1a-b). 

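miR-83-3p, the arm of *mir-83* that carries the seed of miR-29, was higher in the old worms than at day 1. Its level was 53.4 ± 27.5 CPM (TMM, SD, n = 3) at day 1, 117 ± 38.2 at day 7, 131 ± 29.7 at day 14 and 250.0 ± 70.0 at day 21. At day 21 the log2 fold change against day 1 was 2.22 (SE 0.39, adjusted p = 1.7e-04 from edgeR), the 47th largest of the 86 microRNAs that rose. It was 1.28 at day 14 (SE 0.38, adjusted p = 0.0090) and 1.12 at day 7 (SE 0.38, adjusted p = 0.029). The log2 fold change was 0.16 between day 7 and day 14 (SE 0.38, adjusted p = 0.78 from edgeR). Between day 14 and day 21 it was 0.94 (SE 0.38, adjusted p = 0.63 from edgeR). *mir-83* (WBGene00003311) lies on chromosome IV of WBcel235 from 7841631 to 7841728 on the plus strand, where the annotation has no overlapping protein-coding gene. Over the 12 libraries, Pearson's r of the log2 level with the day of adulthood was 0.841 (permutation p = 2.2e-04, two-sided, Benjamini-Hochberg adjusted p = 0.00123). Spearman's rho was 0.885 (permutation p = 4.1e-04, Benjamini-Hochberg adjusted p = 0.00123). The one-way F over the 4 ages was 8.95 (permutation p = 9.1e-04, Benjamini-Hochberg adjusted p = 0.00182). The adjustment covered 6 relations of the arms of *mir-83* with age. Without 2 of the 3 day 21 libraries, r was between 0.762 and 0.818. At each later age, 3 of 3 libraries lay above every day 1 library (exact permutation p = 0.1, two-sided, the smallest that 3 against 3 allow). The call at day 21 held in edgeR under every alternative and in DESeq2 (adjusted p from 2.4e-08 to 0.00259). The call at day 7 was lost with scaling by total counts (0.97, adjusted p = 0.103), with 0.00993 to 0.288 over all alternatives in edgeR or DESeq2. It was also lost when any 1 library other than day 1 replicate 3 was left out (adjusted p from 0.0584 without day 21 replicate 1 to 0.288 without day 7 replicate 2). These fits gave 0.62 without day 1 replicate 2 to 1.18 without day 7 replicate 1. Each fit without 1 library was scaled by TMM anew. Without any 1 library of day 14 or day 21, which this comparison does not contrast, the value was 0.98 to 1.03. Those losses may thus come from the scaling or the spread shared by the fit. The call at day 14 was lost with scaling by total counts (0.90, adjusted p = 0.0913) and without day 1 replicate 2 (0.80, adjusted p = 0.0641), day 14 replicate 1 (1.07, adjusted p = 0.0530) or day 14 replicate 3 (1.05, adjusted p = 0.0610), with 0.00218 to 0.0913 over all alternatives in edgeR or DESeq2. The paper states the increase with ageing from these libraries together with qRT-PCR.

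**Figure D2:**
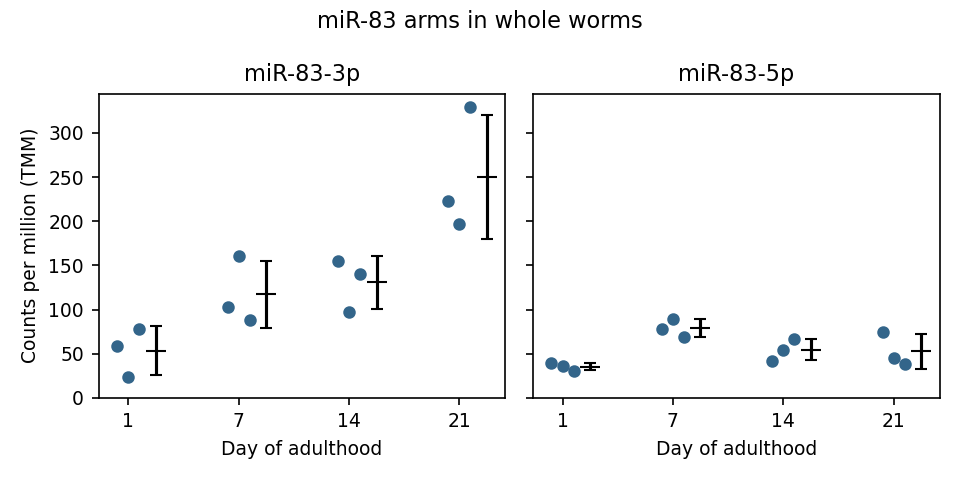
CPM (TMM) of both arms of *mir-83* against the day of adulthood; blue points are single libraries and black marks the mean and SD of 3 libraries. For miR-83-3p the day 21 libraries lie between 197 and 329, all above the other ages.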

A GFP reporter driven by the native promoter of *mir-83* confirmed the upregulation of this microRNA with ageing (Fig. 1b). Based on previous reports and our observations, *mir-83* is mostly expressed in the intestine and neurons (Fig. 1c and Supplementary Fig. 1c-d)^16,17^. Intriguingly, we observed significant induction of *mir-83* only in the intestine during ageing but not in neurons (Fig. 1c, d and Supplementary Fig. 1c-d), indicating that *mir-83* is upregulated specifically in the intestine by ageing.

**Fig. 1:**
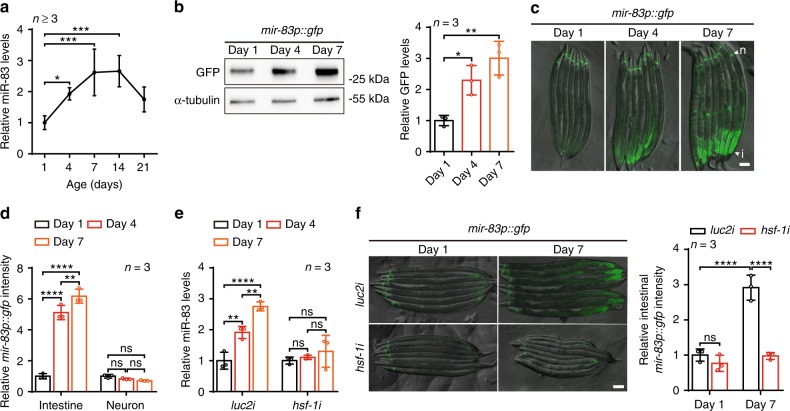
Ageing upregulates *mir-83* in the intestine through *hsf-1*. **a** qRT-PCR of miR-83 in the wild type (WT) worms of indicated ages. The levels of miR-83 were normalized against the one at day 1. *n* = 7, 4, 3, 3, and 3 independent experiments for samples of day 1, 4, 7, 14, and 21, respectively. **b** Immunoblots of *mir-83p::*GFP at indicated ages. Blots against α-tubulin and day 1 sample serve as controls for loading and normalization respectively. *n* = 3 independent experiments. **c** Representative images of *mir-83p::gfp* transgenic animals at indicated ages. n: neuron, i: intestine. **d** GFP intensity of *mir-83p::gfp* in the intestine and head neurons at day 1, day 4, and day 7 of adulthood. Samples of day 1 serve as controls for normalization. *n* = 3 independent experiments containing at least 41 worms. **e** qRT-PCR of miR-83 in WT worms treated with *luc2* or *hsf-1* RNAi. RNAi treatment was performed from hatching and worms were examined at indicated ages. Samples of day 1 serve as controls for normalization. *n* = 3 independent experiments. **f** Expression of *mir-83p::gfp* under *luc2* or *hsf-1* RNAi. Worms were treated with RNAi from hatching and examined for GFP intensity at indicated ages. day 1 worms subjected to *luc2* RNAi serve as control for normalization. *n* = 3 independent experiments containing at least 39 worms. Scale bars: 100 μm. Statistical significance was calculated by One-way ANOVA in (**a** and **b**), or Two-way ANOVA in **d**–**f**. ns: non-significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file

We next questioned which transcription factor controls *mir-83* expression during ageing. *mir-83* has been reported to be upregulated by heat shock^18^ and harbors heat shock elements in its promoter (Supplementary Fig. 1e)^19^. *hsf-1*/HSF1 is the master transcription factor of the heat shock response^20^. Upon using genome editing to tag endogenous *hsf-1* with GFP::3xFLAG, we observed increases in HSF-1 protein levels in worms at D4 and D10 (Supplementary Fig. 1f). Consistent with the specific upregulation of *mir-83* in the aged intestine, further analysis of the fluorescent signal from HSF-1::GFP::3xFLAG in live worms indicated that HSF-1 was upregulated in the intestines but not in the neurons of aged animals (Supplementary Fig. 1g). We then examined whether *hsf-1* controls *mir-83* during ageing. Suppressing *hsf-1* by RNAi completely blocked the upregulation of *mir-83* expression in worms at D4 and D7 but had little effect on *mir-83* levels at D1 (Fig. 1e and Supplementary Fig. 1h). Accordingly, *hsf-1* RNAi suppressed the GFP reporter of *mir-83* transcription in the intestine at D7 but not at D1 (Fig. 1f). Taken together, these data indicate that *hsf-1* promotes the expression of *mir-83* in the aged intestine.

### *cup-5*/MCOLN is a target of *mir-83*

MicroRNAs function through binding to the 3′-UTRs of target genes mRNA and inhibiting their translation. By TargetScan^21^, two autophagy-related genes, *cup-5*/MCOLN and *atg-4.2*/ATG4D^22,23^, were predicted as potential targets of *mir-83* (Supplementary Fig. 2a). Transfection of *mir-83* mimic, but not a control oligo, into HEK293T cells inhibited the expression of the luciferase reporter with the 3′-UTR of either *cup-5* or *atg-4.2* (Fig. 2a and Supplementary Fig. 2b). When the *mir-83* target site in the *cup-5* or *atg-4.2* 3′-UTR was mutated, the *mir-83* mimic no longer inhibited the expression of the luciferase reporter of the 3′-UTR (Fig. 2a and Supplementary Fig. 2b). These results therefore demonstrate the interactions of *mir-83* with these two genes. To confirm their interactions *in vivo*, we followed our previous reports and prepared transgenic animals with dual fluorescence, expressing mCherry with the native promoter and the 3′-UTR of *cup-5* or *atg-4.2*, and a ubiquitously expressed GFP as an internal control^24,25^. If *mir-83* interacts with the 3′-UTR of interest *in vivo*, the ratio of mCherry versus GFP (mCherry/GFP) would be expected to increase in *mir-83(-)* mutants (with deletion of the *mir-83* gene) (Fig. 2b). As expected, the dual fluorescent reporter of *cup-5* showed an elevated mCherry/GFP ratio upon *mir-83* deletion (Fig. 2c). However, the mCherry/GFP ratio of the *atg-4.2* 3′-UTR reporter was unchanged in *mir-83(-)* mutants (Supplementary Fig. 2c-d), indicating that *mir-83* does not interact with the 3′-UTR of *atg-4.2* in vivo.

**Fig. 2:**
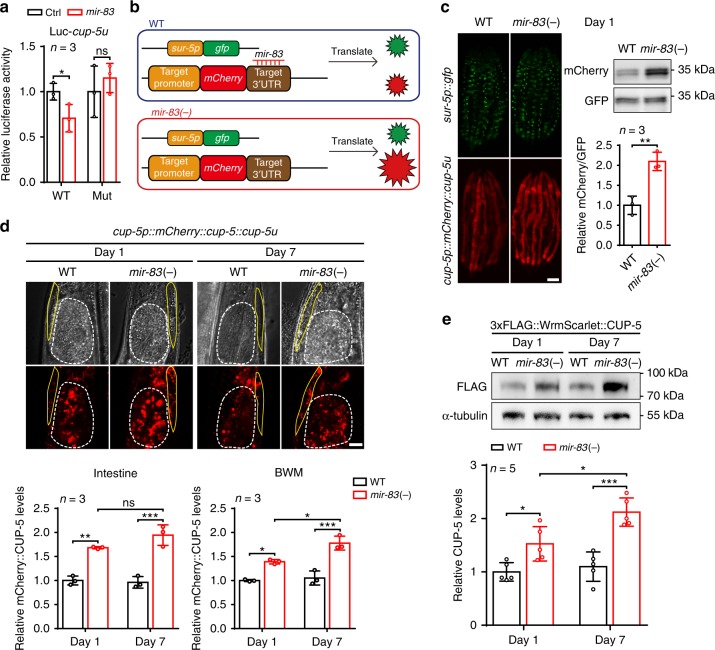
*mir-83* inhibits *cup-5* by binding to its 3′-UTR. **a** *cel-mir-83-3p* mimic (*mir-83*) but not a control oligo (Ctrl) suppresses a luciferase reporter with *cup-5* 3′-UTR (WT) in HEK293T cells. Ctrl transfected cells serve as controls for normalization. Mutating the *mir-83* binding site in *cup-5* 3′-UTR (Mut) blocked this interaction. *n* = 3 independent experiments. **b** A depiction of the dual fluorescence reporter to test the interaction of *mir-83* and its targets in vivo. **c** Fluorescent signals and immunoblots of the dual fluorescence reporter of *cup-5* 3′-UTR in WT worms and *mir-83(-)* mutants at day 1 of adulthood. Quantification is from the western blots. GFP blots and WT worms serve as controls for loading and normalization respectively. Scale bar: 100 μm. *n* = 3 independent experiments. **d** Fluorescent signals of the *cup-5* translational reporter (mCherry::CUP-5) in the posterior intestine (dashed lines) and nearby BWM (yellow lines) of WT worms and *mir-83(-)* mutants at indicated ages. WT signals at day 1 serve as controls for normalization. Scale bar: 10 μm. n = 3 independent experiments. **e** The protein level of the endogenously tagged 3xFLAG::WrmScarlet::CUP-5 is increased upon mutating *mir-83* at indicated ages. α-tubulin and WT blots at day 1 serve as controls for loading and normalization respectively. *n* = 5 independent experiments. Statistical significance was calculated by unpaired *t*-test in **a**, **c**, **e**, or two-way ANOVA in **d**. ns: non-significant, *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file

We next assessed the protein level of CUP-5. Upon using an extrachromosomal transgene of *mCherry::cup-5* controlled by its native promoter and 3′-UTR, we observed an elevated level of mCherry::CUP-5 in the intestines of *mir-83(-)* mutants at different ages (Fig. 2d). We further knocked in a 3xFLAG::WrmScarlet tag at the 5′ of the *cup-5* gene with CRISPR/Cas9 technology for more precise quantification of endogenous CUP-5 levels. Consistent with the upregulation of mCherry::CUP-5 in *mir-83(-)* mutants (Fig. 2d and Supplementary Fig. 2f), the endogenously labeled CUP-5 was also increased in *mir-83(-)* mutants at different ages (Fig. 2e). Therefore, *mir-83* inhibits CUP-5. The mRNA level of *cup-5* was unchanged with age, with a mild but non-significant increase upon *mir-83* mutation (Supplementary Fig. 2e), implying that *mir-83* inhibits *cup-5* mainly by blocking its translation but not by degrading its mRNA. Collectively, the results show that *cup-5* is a target of *mir-83*.

### *mir-83* impairs intestinal autophagy through *cup-5*

The target of *mir-83*, *cup-5*/MCOLN, encodes a calcium channel localized to the lysosomal membrane and controls multiple steps of autophagy^22,26,27^. Therefore, *mir-83* could control autophagy by inhibiting CUP-5. As *mir-83* is upregulated in the aged intestine (Fig. 1c-d and Supplementary Fig. S1c-d), we first analyzed autophagy in this tissue. GFP::LGG-1 (GFP-LC3)-labeled autophagosomes (APs) are well-recognized autophagy markers^28^. Indeed, more GFP::LGG-1 puncta (APs) were observed in the intestines of *mir-83(-)* mutants than in the intestines of WT worms (Fig. 3a). Increases in APs could be due to either induction or inhibition of autophagy^28^. We then treated worms with chloroquine to distinguish between these two possibilities. When autophagy is active, chloroquine treatment increases AP numbers because it inhibits the transition of APs to autolysosomes (ALs) and the degradation of protein in ALs associated with active autophagy flux^29^. When autophagy is already blocked, chloroquine treatment can no longer change the number of APs. At 1 h post treatment with chloroquine, the numbers of GFP::LGG-1-labeled APs were increased in the intestines of both the WT worms and the *mir-83(-)* mutants (Fig. 3b), indicating that autophagy flux was not blocked upon mutation of *mir-83*. Thus, mutation of *mir-83* upregulates AP numbers to promote autophagy.

**Fig. 3:**
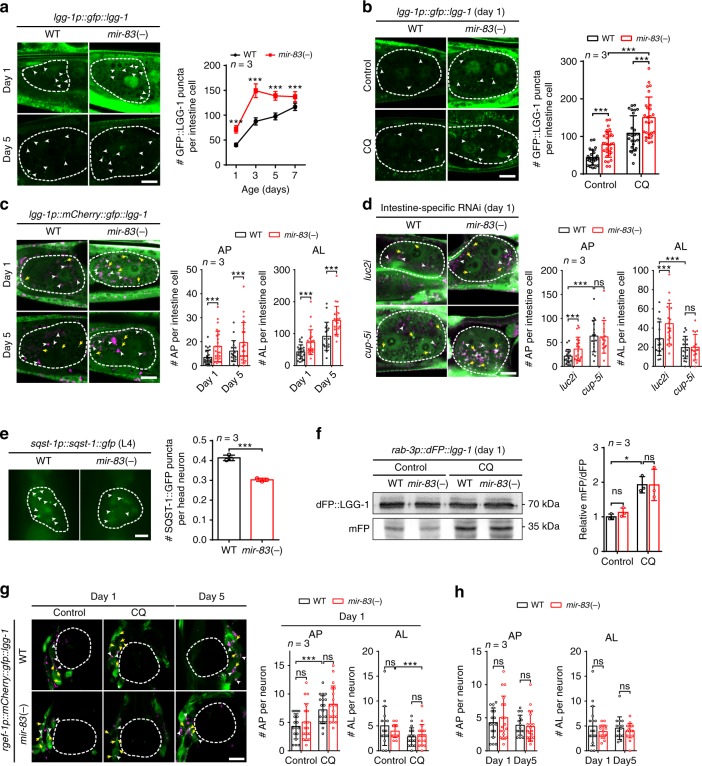
*mir-83* dysregulates autophagy in the intestine through *cup-5*. **a**, **b** GFP::LGG-1 puncta (arrow heads) in the posterior intestine cells (dashed lines) of the WT worms and *mir-83(-)* mutants at indicated ages. Compared to that of day 1 samples, the exposure of day 5 samples was increased to visualize GFP::LGG-1 puncta. Worms were treated with 5 mM chloroquine (CQ) or a mock control **b**. *n* = 3 independent experiments containing at least 22 worms in **a** and 25 worms in **b**. **c** The fluorescent signals of mCherry-GFP::LGG-1 in the posterior intestine cells (dashed lines) of WT worms and *mir-83(-)* mutants at indicated ages. White arrow heads denote the autolysosome (AL) puncta with only mCherry signals. Yellow arrows denote the autophagosome (AP) puncta with both GFP and mCherry signals. *n* = 3 independent experiments containing at least 19 worms. **d** APs (yellow arrows) and ALs (white arrow heads) in the posterior intestine cells (dashed lines) of WT worms and *mir-83(-)* mutants. Animals were treated with intestine specific RNAi against *luc2* or *cup-5* from hatching and examined at day 1 of adulthood. *n* = 3 independent experiments containing at least 16 worms. **e** The number of SQST-1::GFP puncta (arrow heads) is modestly reduced in the head neurons (dashed lines) of *mir-83(-)* mutants at the fourth larval stage (L4). *n* = 3 independent experiments containing at least 58 worms. **f** The dFP::LGG-1 reporter (mFP/dFP, mFP vs dFP::LGG-1) in neurons responds to the treatment of 5 mM CQ but not *mir-83* mutation at day 1 of adulthood. WT samples with control treatment serve as controls for normalization. *n* = 3 independent experiments. **g**–**h** APs (yellow arrows) and ALs (white arrow heads) in the head neurons surrounding the posterior pharynx bulb (dashed lines). Worms of indicated genotypes were examined at day 1 and day 5 of adulthood. A CQ treatment (5 mM) was performed as indicated. *n* = 3 independent experiments containing at least 15 worms. Scale bars: 10 μm. Statistical significance was calculated by Poisson regression in **a**–**d** and **g**–**h**, unpaired *t-test* in **e**, or one-way ANOVA in **f**. ns: non-significant, *p < 0.05, ***p < 0.001. Source data are provided as a Source Data file

We next used mCherry-GFP-tagged LGG-1 to further examine the effect of *mir-83* on autophagy. GFP, but not mCherry, in this reporter is quenched in ALs, making APs and ALs respectively visible as yellow and red puncta^10^. In the intestines of *mir-83(-)* mutants, the numbers of both APs and ALs were increased (Fig. 3c), in accordance with our previous observation (Fig. 3a, b). We also validated these results with intestine-specific dual GFP (dFP)-tagged LGG-1, which releases monomeric GFP (mFP) in ALs. The mFP/dFP ratio correlates with the activity of autophagy^30^. Consistent with our observations with other autophagy metrics, increased mFP/dFP ratios were detected in *mir-83(-)* mutants (Supplementary Fig. 3a).

We next examined autophagy in neurons, where *mir-83* is enriched but not upregulated by ageing (Fig. 1c, d and Supplementary Fig. 1c-d). A decrease in SQST-1::GFP (P62-GFP) puncta, which are substrates for autophagy, represents an increase in autophagy^28^. The transcription of *sqst-1* is not under the regulation of ageing or *mir-83* (Supplementary Fig. 3b). In the head neurons of *mir-83(-)* mutants, the SQST-1::GFP puncta were decreased modestly by 27% (Fig. 3e). However, when examined with a neuron-specific dFP-LGG-1 reporter, the mFP/dFP ratio was unchanged upon mutation of *mir-83* while controlled by chloroquine (Fig. 3f). Further analysis using a neuron-specific mCherry::GFP::LGG-1 reporter indicated that neuronal autophagy responded to chloroquine treatment but was not significantly changed in *mir-83(-)* mutants (Fig. 3g, h). Therefore, *mir-83* could have weak control over autophagy in neurons.

To determine whether *mir-83* controls autophagy through *cup-5*, *cup-5*-related autophagy phenotypes in WT worms and *mir-83(-)* mutants were first examined. If *mir-83* dysregulates autophagy by inhibiting CUP-5, RNAi against *cup-5* should suppress the increase in CUP-5 and abolish the enhancement of *cup-5*-related autophagy phenotypes in *mir-83(-)* mutants. The numbers of lysosomes were first determined, since *cup-5(-)* mutants exhibit decreased numbers of lysosomes due to impaired budding and maturation of lysosomes^22,31^. Consistently, we observed increases in the numbers of lysosomes in the intestines of *mir-83(-)* mutants, which was suppressed upon *cup-5* RNAi (Supplementary Fig. 3c-d). Therefore, *mir-83* controls lysosome biogenesis by targeting *cup-5*. We next examined the protein level of LGG-1/LC3, since the mammalian orthologue of *cup-5*, MCOLN, activates the transcription factor EB (TFEB) to promote the expression of LC3 and other key autophagy genes^26,27^. GFP::LGG-1 was indeed increased in *mir-83(-)* mutants (Supplementary Fig. 3e). RNAi against *cup-5* in *mir-83(-)* mutants restored the expression of GFP::LGG-1 to WT levels (Supplementary Fig. 3f), indicating that *mir-83* controls LGG-1 expression via *cup-5* and implying that the MCOLN-TFEB axis may be conserved in *C. elegans*. Because LGG-1 and lysosomes are key to the formation of APs and ALs, we finally examined the numbers of APs and ALs in the intestines of WT worms and *mir-83(-)* mutants upon *cup-5* RNAi. Using the mCherry-GFP::LGG-1 reporter, we found that RNAi against *cup-5* completely inhibited the increases in ALs in the intestines of *mir-83(-)* mutants (Supplementary Fig. 3g), indicating that *cup-5* is required for the enhanced autophagy flux in *mir-83(-)* mutants. Intestine-specific RNAi treatment against *cup-5* abolished the elevated autophagy flux in the intestines of *mir-83(-)* mutants as well (Fig. 3d), indicating cell-autonomous regulation of *cup-5*-mediated autophagy in the intestine by *mir-83*. Taken together, *mir-83* regulates intestinal autophagy with ageing by downregulating *cup-5* cell-autonomously.

### Intestinal *mir-83* disrupts autophagy in body wall muscle

Although *mir-83* is not expressed in body wall muscle (BWM) (Fig. 1c and Supplementary Fig. 1c-d)^16,17^, we unexpectedly found that autophagy in BWM is also under the control of *mir-83*. Upon examining the signals from GFP::LGG-1 and mCherry-GFP::LGG-1, we observed increases in both APs and ALs in the BWM cells of *mir-83(-)* mutants (Fig. 4a, b). Chloroquine treatment increased the numbers of APs in BWM of WT worms and *mir-83(-)* mutants at D1 (Fig. 4c), indicating that autophagy is active rather than blocked in BWM upon *mir-83* mutation. We further used a BWM-specific SQST-1::GFP transgene to confirm the elevated autophagy flux in *mir-83(-)* BWM^28^. As expected, SQST-1::GFP puncta in BWM were decreased in *mir-83(-)* mutants compared with WT worms (Fig. 4d).

**Fig. 4:**
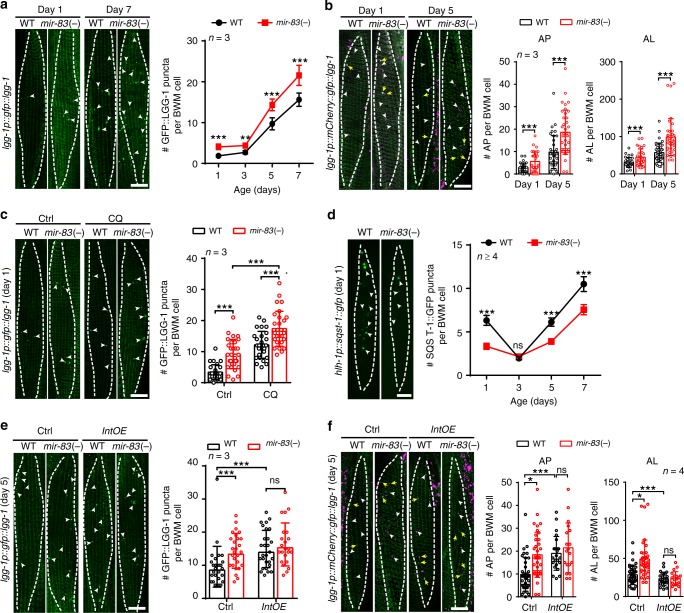
*mir-83* impairs autophagy in the body wall muscle with ageing. **a** GFP::LGG-1 puncta (arrow heads) in the body wall muscle (BWM) (dashed lines) of WT worms and *mir-83(-)* mutants at indicated ages. *n* = 3 independent experiments containing at least 25 worms. **b** mCherry::GFP::LGG-1 signals in the BWM (dashed lines) of WT worms and *mir-83(-)* mutants at indicated ages. White arrow heads denote the AL puncta and yellow arrows denote the AP puncta. *n* = 3 independent experiments containing at least 29 worms. **c** GFP::LGG-1 puncta (arrow heads) in the BWM (dashed lines) of indicated strains at day 1 of adulthood post the treatment of 5 mM chloroquine (CQ) or a mock treatment (Ctrl). *n* = 3 independent experiments containing at least 28 worms. **d** SQST-1::GFP puncta (arrow heads) in the BWM (dashed lines) of indicated strains. *n* = 5, 5, 4, and 4 independent experiments for samples of day 1, 3, 5, and 7, respectively. Each sample contains at least 106 worms. **e** The number of GFP::LGG-1 puncta (arrow heads) in WT worms and *mir-83(-)* mutants with or without an intestine-specific transgene of *mir-83* (*IntOE*). Dashed lines denote BWM cells. *n* = 3 independent experiments containing at least 23 worms. **f** The intestine-specific expression of *mir-83* abolishes the increased ALs (white arrow heads) in BWM cells (dashed lines) of *mir-83(-)* mutants. Note that APs (yellow arrows) were increased in WT worms due to a block of the autophagy flux. *n* = 4 independent experiments containing at least 19 worms. Scale bars: 10 μm. Statistical significance was calculated by Poisson regression. ns: non-significant, *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file

Since *mir-83* is induced in the intestine with ageing and is not expressed in BWM (Fig. 1c and Supplementary Fig. 1c-d)^16,17^, we hypothesized that intestinal *mir-83* may regulate autophagy in BWM. An intestine-specific *mir-83* transgene indeed restored the increased ALs to WT levels in the BWM of *mir-83(-)* mutants while further increasing the APs in the WT worms to the levels in *mir-83(-)* mutants (Fig. 4e, f), indicating that intestinal *mir-83* suppresses the AP-AL transition in BWM. Therefore, the induced *mir-83* in the intestine is responsible for the disrupted autophagy flux in BWM during ageing.

*mir-83* regulates autophagy in the intestine via *cup-5* (Fig. 3), and *cup-5* is also expressed in BWM (Fig. 2d)^32^. We therefore speculated that the enhanced BWM autophagy in *mir-83(-)* mutants could occur through *cup-5* in BWM. Indeed, RNAi against *cup-5* in various tissues or specifically in BWM restored the numbers of SQST-1::GFP puncta in the BWM of *mir-83(-)* mutants to WT levels (Fig. 5a and Supplementary Fig. 4a), indicating that *mir-83* regulates BWM autophagy in a *cup-5*-dependent manner.

**Fig. 5:**
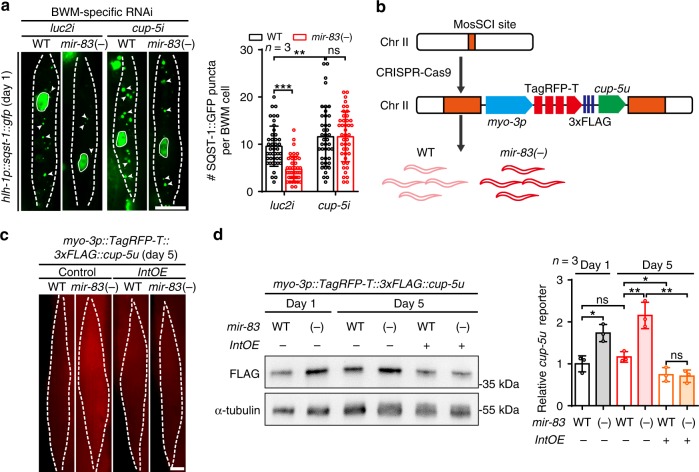
Intestinal *mir-83* inhibits *cup-5* in the body wall muscle. **a** SQST-1::GFP puncta (arrow heads) in the BWM cells (dashed lines) of indicated strains treated with BWM specific RNAi against *luc2* or *cup-5* from hatching. The GFP signals in nucleus were from the transgene enabling BWM specific RNAi. Worms were examined at day 1 of adulthood. *n* = 3 independent experiments containing at least 41 worms. **b** A diagram depicting an integrated transgene of a BWM-specific reporter of *cup-5* 3′-UTR. **c** Representative images of the BWM-specific *cup-5* 3′-UTR reporter in the indicated strains at day 5 of adulthood. *IntOE*: the intestine-specific overexpression of *mir-83*. Dashed lines denote myocytes. **d** The intestine-specific overexpression of *mir-83* (*IntOE*) abolishes the upregulation of the BWM-specific *cup-5* 3′-UTR reporter in *mir-83(-)* mutants. Blots against α-tubulin and WT worms at day 1 serve as controls for loading and normalization respectively. *n* = 3 independent experiments. Scale bars: 10 μm. Statistical significance was calculated by Poisson regression in **a**, or unpaired *t-test* in **d**. ns: non-significant, *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file

To further test whether *cup-5* in BWM is under the direct regulation of *mir-83*, we inserted a BWM-specific *cup-5* 3′-UTR reporter into the genome using CRISPR/Cas9. If *mir-83* targets the 3′-UTR of *cup-5* in BWM, the reporter should be upregulated in *mir-83(-)* mutants (Fig. 5b). Indeed, mutation of *mir-83* increased this BWM-specific reporter by 50% at day 1 (D1) and further upregulated it by ~2-fold at day 5 (Fig. 5c, d). An extrachromosomal array expressing mCherry fused with the *cup-5* 3′-UTR and cyan fluorescent protein (CFP) specifically in BWM also showed an increase in the mCherry/CFP ratio upon mutation of *mir-83*, confirming the interaction between *mir-83* and the *cup-5* 3′-UTR in BWM (Supplementary Fig. 4b). The expression of mCherry::CUP-5 was also upregulated in the BWM of *mir-83(-)* mutants (Fig. 2d). Moreover, intestine-specific overexpression of *mir-83* suppressed the elevations in *cup-5* 3′-UTR reporter expression in the BWM of WT worms and *mir-83(-)* mutants (Fig. 5c, d), further indicating that *mir-83* from the intestine can suppress *cup-5* in BWM.

### *mir-83* is transported across tissues

Since *mir-83* directly interacts with the *cup-5* 3′-UTR in BWM but is not expressed in this tissue (Figs. 1c and 5 and Supplementary Figs. 1c-d and 4)^16,17^, we speculated that *mir-83* could be transported into BWM from other tissues, such as the intestine. To verify this hypothesis, we isolated BWM cells and performed single-cell qPCR (Fig. 6a). *rgef-1*, *vha-6*, and *myo-3* (three genes specifically expressed in neurons, intestine and BWM, respectively) were also examined in isolated BWM cells (Supplementary Fig. 5a-d). *rgef-1* and *vha-6* were not detected, therefore excluding contamination from the two *mir-83*-enriched tissues (i.e., the neurons and intestine). Indeed, *mir-83* was detected in BWM cells from WT animals but not in those from *mir-83(-)* mutants (Fig. 6b and Supplementary Fig. 5e-f). In the isolated BWM cells, *gfp* expressed from a BWM-specific transgene was detected, but TagRFP-T expressed by the *mir-83* promoter was not (Supplementary Fig. 5c-d), confirming that *mir-83* was not transcribed in BWM. In addition, BWM cells from *mir-83(-)* mutants carrying a transgene specifically overexpressing *mir-83* in the intestine also had elevated *mir-83* levels (Fig. 6b), whereas TagRFP-T driven by the same intestine-specific promoter was not detected in the isolated BWM cells (Supplementary Fig. 5c-d). Collectively, these data indicate that *mir-83* is transported from the intestine into BWM.

**Fig. 6:**
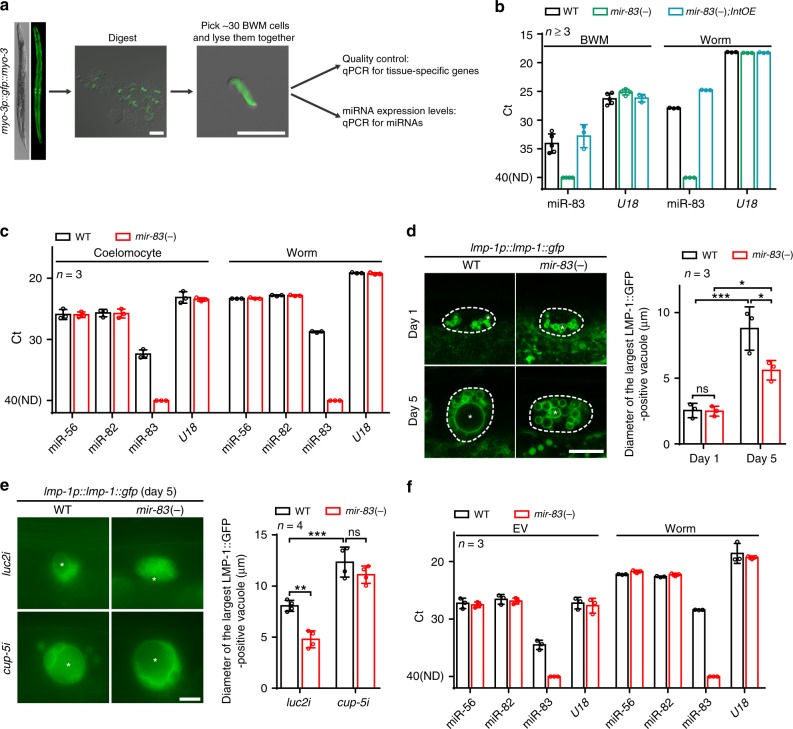
*mir-83* is transported from the intestine to the body wall muscle potentially through the extracellular vesicles in the pseudocoelomic fluidics. **a** The workflow of the single cell qPCR from the isolated BWM cells. Scale bars: 50 μm. **b** qRT-PCR of miR-83 and U18 in the isolated BWM cells and whole worms of indicated strains. Cells were collected from worms at day 1 of adulthood. Note that miR-83 is detected in the BWM cells of WT worms and the *mir-83(-)* mutants with an intestine specific transgene expressing *mir-83* (*mir-83(-);IntOE*). Note that Ct anti-correlates with the expression level. Samples without qRT-PCR signal were set as Ct 40. ND: not detected. *n* = 5, 4, and 3 independent experiments for WT, *mir-83(-)*, and *mir-83(-);IntOE*, respectively. **c** miR-83 is detected in the isolated coelomocytes by single cell qRT-PCR. Cells were isolated from worms at day 1 of adulthood. *n* = 3 independent experiments. **d** *mir-83* mutation reduces the increased size of LMP-1::GFP-positive vacuoles in the aged coelomocytes. The largest vacuoles (asterisks) were measured. Scale bar: 10 μm. *n* = 3 independent experiments containing at least 26 worms. **e** The size of the largest LMP-1::GFP-positive vacuoles (asterisks) in the aged coelomocytes of WT worms and *mir-83(-)* mutants upon indicated RNAi treatments. Scale bar: 10 μm. *n* = 4 independent experiments containing at least 60 worms. **f** qRT-PCR of indicated genes in the purified extracellular vesicles (EVs) and worms of the indicated strains. *n* = 3 independent experiments. Statistical significance was calculated by Two-way ANOVA. ns: non-significant, *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file

How is *mir-83* transported from the intestine into BWM? The pseudocoelom in *C. elegans* could mediate this transportation because it provides a medium for communication across tissues similar to the circulatory system in higher organisms and is located between the intestine and BWM. Coelomocytes in the pseudocoelom continually take in pseudocoelom fluids and are likely to be enriched with secreted *mir-83*^33^. Indeed, although *mir-83* is not expressed in coelomocytes (Supplementary Fig. 1c-d)^16,17^, it was detected in isolated coelomocytes by single-cell qPCR (Fig. 6c and Supplementary Fig. 5g-h). We further examined LMP-1-labeled lysosomes in coelomocytes and found that they turned into large vacuoles at day 5 of adulthood, reminiscent of the phenotypes observed upon inhibition of *cup-5*^22^ (Fig. 6d). As in the intestine, mutation of *mir-83* suppressed the enlargement of LMP-1-positive vacuoles in the aged coelomocytes, and *cup-5* RNAi restored the sizes of LMP-1-positive vacuoles in the coelomocytes of *mir-83(-)* mutants to WT levels (Fig. 6d, e). Hence, *mir-83* is also present in coelomocytes and could control lysosomes by inhibiting *cup-5*.

Previous studies have suggested that extracellular vesicles (EVs) transfer microRNAs among cells^34^. Worm EVs, mostly exosomes given their size, were isolated to determine whether *mir-83* is also transferred in EVs (Supplementary Fig. 6a-c). *mir-56* and *mir-82*, two microRNAs proposed to be enriched in EVs^35^, were abundant in our isolated EVs (Fig. 6f), further validating the EV preparation. As expected, *mir-83* was detected in the isolated EVs from WT worms but not in those from *mir-83(-)* mutants (Fig. 6f and Supplementary Fig. 6d). These data therefore imply that *mir-83* could be shuttled into BWM by EVs.

### *mir-83* regulates ageing by inhibiting autophagy and *cup-5*

Autophagy is crucial for protein homeostasis and longevity^36^. Consistent with the effects of *mir-83* on autophagy, *mir-83* deletion reduced the numbers of polyQ aggregates in the intestines and BWM of worms at days 5 and 3 of adulthood, respectively (Fig. 7a, b), indicating the importance of *mir-83* in protein homeostasis. Consistent with the role of *mir-83* in protein homeostasis, mutation of *mir-83* extended the lifespan of WT animals (Fig. 7c; Supplementary Data 1), as recently reported^37^. *mir-83(-)* mutants also exhibited a mild egg-laying defect (Supplementary Fig. 7), suggesting that this microRNA functions in reproduction. Inhibiting *cup-5* by RNAi abolished the decrease in polyQ aggregates and the extension of lifespan in *mir-83(-)* mutants (Fig. 7d–f; Supplementary Data 1), further indicating that *mir-83* promotes ageing by inhibiting *cup-5* and dysregulating autophagy. Accordingly, disruption of autophagy with chloroquine reduced the lifespan of *mir-83(-)* mutants to that of WT worms (Fig. 7g; Supplementary Data 1). As ageing upregulated *mir-83* in the intestine (Fig. 1c, d and Supplementary Fig. 1c-d), intestinal overexpression of *mir-83* blocked the longevity of *mir-83(-)* mutants (Fig. 7h). Taken together, these data indicate that the ageing-related upregulation of *mir-83* in the intestine impairs protein homeostasis and longevity by disrupting autophagy.

**Fig. 7:**
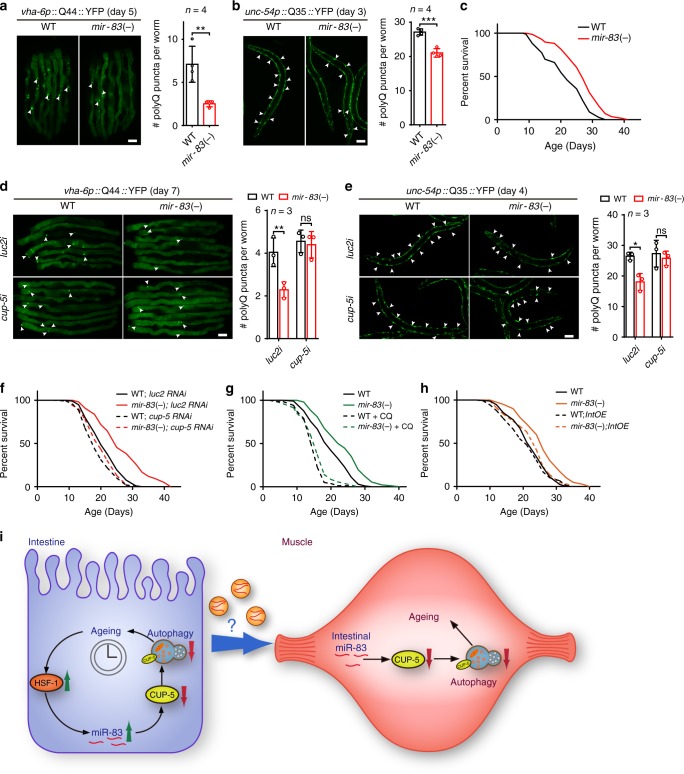
*mir-83* modulates ageing through *cup-5* and autophagy. **a**, **b** PolyQ-YFP aggregates (arrow heads) in the intestine (**a**) and BWM (**b**) of WT worms and *mir-83(-)* mutants at indicated ages. *n* = 4 independent experiments containing at least 79 worms. **c** Survival curves of indicated strains. **d,** **e** RNAi against *cup-5* increases the polyQ aggregates in the intestine (**d**) and BWM (**e**) of *mir-83(-)* mutants to WT levels. n = 3 independent experiments containing at least 44 worms. **f** *cup-5* RNAi abolishes the extended lifespan of *mir-83(-)* mutants. **g** Blocking autophagy with 5 mM chloroquine (CQ) abolishes the extended lifespan of *mir-83(-)* mutants. **h** Ageing assays of the indicated strains. *IntOE*: an intestine-specific transgene expressing *mir-83*. **i** *mir-83* is upregulated in the aged intestine by increased HSF-1 and transported across tissues to disrupt autophagy through inhibiting CUP-5. See Discussion for details. Scale bar: 100 μm. Statistical significance was calculated by unpaired *t*-test in **a,** **b** or Two-way ANOVA in **d,** **e**. ns: non-significant, *p < 0.05, **p < 0.01, ***p < 0.001. See Supplementary Data 1 for lifespan statistics (**c** and **f**–**h**). Source data are provided as a Source Data file

## Discussion

Autophagy is gradually impaired with ageing, resulting in the disruption of proteostasis^3^. As ageing progresses, autophagy systematically declines in distinct tissues in *C. elegans*^10^. However, the machinery co-ordinately decreasing autophagy across tissues with age has been poorly studied. In this study, we identified a secreted microRNA, *mir-83*/miR-29, as an age-controlled messenger that dysregulates autophagy among tissues by directly inhibiting *cup-5*/MCOLN (Fig. 7i).

Autophagy is generally a three-step process that involves sequestration of cytoplasmic components, degradation, and reuse of the degraded products^2^. A target of *mir-83*, *cup-5*, is a key regulator in these steps. *cup-5* was first recognized for its essential role in the degradation step of autophagy^22^, and *mir-83* indeed suppresses the degradation of autophagy substrates through *cup-5*. The mammalian homolog of *cup-5*, MCOLN, was also found to be an important regulator of TFEB, a master transcription factor controlling multiple steps of autophagy^26,27^. A recent report suggested *hlh-30*/TFEB is under the regulation of *mir-83*^37^. Our results showed that *mir-83* inhibited GFP::LGG-1 expression through *cup-5*, implying that the interaction between *cup-5*/MCOLN and *hlh-30*/TFEB could be well conserved in evolution and indicating that *mir-83* also disrupts autophagy by affecting its initiation. Consistently, *mir-83* reduced the numbers of APs and ALs through *cup-5*. Therefore, *mir-83* impairs multiple steps of autophagy by inhibiting CUP-5.

With ageing, autophagy is systematically dysregulated in distinct tissues in *C. elegans*^10^, implying the existence of inter-tissue crosstalk regulating autophagy. Secreted microRNAs have been proposed to be potential messengers in inter-tissue signaling^38^. After using two independent transcriptional reporters, we and two other labs report that *mir-83* is not transcribed in BWM^16,17^. qPCR of isolated BWM cells confirmed that the *mir-83* promoter is inactive in BWM cells. However, *mir-83* is detectable in isolated BWM cells, indicating that it is a secreted microRNA. We cannot exclude the possibility that a trace amount of *mir-83* below the detection limit may still be transcribed in BWM, as suggested by a recent report^37^; however, *mir-83* expressed specifically in the intestine, but not *gfp* driven by the same intestine-specific promoter, was also detected in BWM. Together with the detection of *mir-83* in EVs, this finding indicates that *mir-83* is a secreted microRNA. Its translocation from the intestine into BWM impairs autophagy in the receiving tissue by suppressing CUP-5. Our results therefore reveal a mechanism of inter-tissue regulation of autophagy and identify *mir-83*, a secreted microRNA, as its modulator. In worms, several neurotransmitters and a Wnt ligand have been identified as signals that are secreted from the nervous system to control the unfolded protein response, another essential element of proteostasis, in other tissues^7,8^. Our results not only show that a secreted microRNA is an inter-tissue messenger controlling autophagy for proteostasis but also indicate that tissues other than nervous system (e.g., the intestine) broadcast signals for proteostasis throughout the body. Similarly, transcellular chaperone signaling from muscle to intestine and neurons is important in the response against proteotoxic stress^5,6^.

*mir-83* was present in purified EVs and coelomocytes. Given this finding and the changes in lysosome morphology in coelomocytes, which were due to the interaction of *mir-83* and *cup-5*, we speculate that the transportation of *mir-83* from the intestine to BWM potentially occurs through EVs in pseudocoelom fluids, the body fluids of worms. Coelomocytes, which are active in endocytosis, may scavenge *mir-83* in pseudocoelom fluids and thereby control its transportation across tissues. In addition, other microRNAs were also detected in the coelomocytes and EVs secreted by worms in our study, suggesting that inter-tissue transportation is not specific for *mir-83*. In mammals, secreted microRNAs are also abundant in body fluids and are linked to ageing^13^. Our results suggest that molecules in this class are not only ageing biomarkers but could also function as key messengers in regulating ageing progression (e.g., the disruption of autophagy) in distinct tissues. It will be intriguing to study in the future how microRNAs are transported across tissues.

The levels of pri-miR-83 are much lower than those of mature miR-83 in worms, potentially leading to the transport of many more mature miR-83 molecules than pri-miR-83 molecules. This could be why we did not detect pri-miR-83 in isolated BWM cells, coelomocytes, or EVs. Nevertheless, the precursors of *mir-83* (pri- and pre-miR-83) could still be transported across tissues in addition to the mature form. Future studies on the detailed species of *mir-83* undergoing inter-cellular transportation could help elucidate the mechanism of microRNA transport across tissues.

Evolution is likely to enrich alleles crucial to youth fitness while neglecting the detrimental effects of these alleles after reproduction due to declining natural selection pressure with ageing^39^. Consistent with previous RNA-Seq studies^40^, our study presented multiple lines of evidence that *mir-83* is upregulated in aged worms without drug treatment, whereas Dzakah et al. observed decreases in *mir-83* in FUdR-treated worms^37^. In untreated worms, the upregulation of the *hsf-1-mir-83* axis with ageing could be a good example of the antagonistic pleiotropy hypothesis. *mir-83* contributes to the development of the germline in larvae and to egg-laying in reproductive adults^17^, but its upregulation by HSF-1 in aged worms impairs autophagy in multiple tissues. *hsf-1*/HSF1 is a multi-faceted transcription factor for cell survival and growth. It is a master regulator that promotes autophagy and protein homeostasis, especially under stresses^41^, whereas its inactivation causes small cell/body sizes and infertility^42,43^. In the first 10 days of adulthood, *C. elegans* grow by 70% in length solely by increasing cell size^44^. The increase in HSF-1 in aged worms might be a response to this change. However, this increase induces detrimental pleiotropic side effects of *mir-83* upregulation and subsequent impairment of autophagy and proteostasis. In young worms, *hsf-1* upregulates autophagy following hormetic heat stress^41^. Our results therefore suggest that *hsf-1* plays a dual role in autophagy, promoting autophagy in young worms upon heat stress and disrupting it in aged animals. Consistent with this speculation, heat shock upregulates multiple autophagy genes in young worms but not in aged animals^41^. Similar to our findings, inactivation of *pha-4*/FOXA, a key transcription factor in dietary restriction-induced longevity, in worms post reproduction actually extends lifespan^45^.

In addition to the increase in HSF-1 in aged worms, epigenetic factors may also contribute to the late activation of the *hsf-1*-*mir-83* axis in aged worms. Trimethylation of Lys 27 on H3 (H3K27me3) has been reported to interfere with HSF-1 binding to genomic DNA and to suppress the transcription of HSF-1 targets^46^. The transcription of *mir-83* could be under similar control, since ChIP-Seq results indicate strong binding of H3K27me3 and another histone modification anti-correlated with gene expression (H3K9me3) at the promoter of *mir-83* in young adults and larvae^47^. Because histone modifications undergo dramatic changes with ageing and have remarkable variation across tissues^48,49^, the specific spatial and temporal pattern of histone modification at the *mir-83* promoter may thus suppress the response of *mir-83* to *hsf-1* in young animals but facilitate the upregulation of *mir-83* by *hsf-1* in intestines of aged animals.

In summary, we have identified *mir-83*/miR-29 as an ageing-induced microRNA messenger from the intestine that systematically disrupts autophagy in multiple tissues by inhibiting *cup-5*/MCOLN. *mir-83* is well conserved in evolution, and its mammalian orthologue, miR-29, is upregulated in the brains and the serum of aged patients with hypertrophic cardiomyopathy^50,51^. In addition, although the 3′-UTR of MCOLN does not harbor miR-29 binding sites, miR-29 is predicted to target a few other autophagy genes, including ATG4D, the mammal orthologue of *atg-4.2*^52^. Therefore, it will be interesting to explore the function of miR-29 as an inter-tissue messenger in impaired autophagy in aged individuals. In addition, as miR-29 is reported to interfere with biological processes other than autophagy, it will also be interesting to explore the other functions of secreted *mir-83* in worms.

## Methods

### *C. elegans* strains and culture

*C. elegans* strains used in this study are listed in Supplementary Data 3. *C. elegans* were grown with standard techniques at 20 °C, unless otherwise noted^53^. Some strains were provided by the CGC, which is funded by NIH Office of Research Infrastructure Programs (P40 OD010440). The transgenic lines of HZ589 and *bpIs193* were kindly provided by Hong Zhang lab^54^, and the transgenic lines expressing *dFP::lgg-1* (DLM3 and DLM11) were gifts from Miller lab^30^.

To collect worms at different ages, worms were synchronized by collecting eggs and transferred to 60 mm plates (20 worms per plate). Worms were transferred to fresh plates every other day until day 10 to avoid the contamination from progenies, and subsequently monitored every other day for dead worms. Worms undergoing internal hatching, bursting vulva, crawling off the plates, or contamination as well as dead worms were removed from the plates.

### Cell culture

HEK293T cells (ATCC) were maintained in DMEM medium supplemented with 10% fetal bovine serum (Gibco) at 37 °C, 5% CO_2_.

### Lifespan assays

Adult lifespan analysis was performed as reported^24^. For lifespan assays under chloroquine treatment, worms were incubated on NG plates containing 5 mM chloroquine diphosphate salt (Sigma-Aldrich) from eggs. During reproductive period, worms were handpicked onto fresh plates every other day to avoid progeny contamination. Worms not responding to prodding were scored as dead. Worms undergoing internal hatching, bursting vulva, crawling off the plates, or contamination were censored. Statistical analysis was performed with the Mantel-Cox Log Rank method.

### Plasmid construction

For luciferase reporters with 3′-UTR, 3′-UTRs of interest were amplified from N2 genomic DNA by PCR and cloned after the luciferase gene in pGL3-M (a gift from Zhu Lab). To generate pGL3-M-*cup-5u*M and pGL3-M-*atg-4.2u*M, the *mir-83* binding sites (5′-TGGTGCT-3′) in the 3′-UTRs were mutated to 5′-ACCACGA-3′ by PCR.

To generate *mir-83p::gfp::mir-83*, 3110 bp of *mir-83* promoter and 500 bp of *mir-8*3 stem loop with flanking sequence were amplified from N2 genomic DNA and cloned into the 5′ and 3′ region of *gfp* in L3781, respectively. The Fire Lab *C. elegans* Vector Kit was a gift from Andrew Fire.

To generate *cup-5p::mCherry::cup-5u*, gfp in L3781 was replaced by mCherry, 1.7 kb of *cup-5* promoter and 229 bp of *cup-5* 3′-UTR were amplified from N2 genomic DNA and cloned into L3781-mCherry.

To generate *myo-3p::mCherry::cup-5u*, 2,385 bp of *myo-3* promoter and 229 bp of *cup-5*-3′UTR were amplified from N2 genome, and cloned into L3781-mCherry.

To generate *atg-4.2p::mCherry::atg-4.2* *u*, 2 kb of *atg-4.2* promoter and 101 bp of *atg-4.2* 3′-UTR were amplified from N2 genomic DNA and cloned into L3781-mCherry.

To generate *cup-5p::*mCherry*::cup-5*cDNA*::cup-5u*, 1.8 kb of *cup-5* cDNA was amplified from N2 cDNA and cloned between mCherry and *cup-5* 3′-UTR of *cup-5p::*mCherry*::cup-5u*.

To generate *ges-1p::mir-83*, L3781 was first linearized by PCR to remove the gfp within. 2.2 kb of *ges-1* promoter, 500 bp of *mir-83* stem loop with flanking sequence were amplified from N2 genomic DNA and cloned into the linearized L3781.

To generated *ges-1p::gfp::mir-83*, 2.2 kb of *ges-1* promoter, 500 bp of *mir-8*3 stem loop with flanking sequence were amplified from N2 genomic DNA and cloned into L3781.

To generate *mir-83p::TagRFP-T* and *ges-1p::TagRFP-T*, L3781 was first linearized by PCR to remove the *gfp* within. TagRFP-T was amplified from pDD284 (a gift from Bob Goldstein, Addgene # 66825) and cloned into the linearized L3781. 2.2 kb of *ges-1* promoter and 3,110 bp of *mir-83* promoter were amplified from N2 genomic DNA and cloned into the 5′ region of TagRFP-T respectively.

For genome editing by CRISPR-Cas9, plasmids were constructed as described^55^. To generate pDD284-*myo-3p*::RFP::3xFLAG::*cup-5u*, the 5′ and 3′ homologous arms of universal MosSCI site Uni_II, 2,385 bp of *myo-3* promoter and 229 bp of *cup-5* 3′-UTR were amplified from N2 genome. The 5′ arm of Uni_II was inserted into pCR-BluntII-TOPO vector (Sigma-Aldrich), and was mutated at the PAM (NGG motif) by PCR. UniII 5′M-*myo-3p* and *cup-5u*-UniII 3′ fragments were amplified from the subclones of pCR-BluntII-TOPO-UniII 5′M-*myo-3p* and pCR-BluntII-TOPO- *cup-5u*-UniII 3′ and inserted into pDD284 (a gift from Bob Goldstein, Addgene # 66825) using NEBuilder HiFi DNA Assembly Master Mix (New England Biolabs).

To generate pDD282- *hsf-1::gfp::3* *×* *FLAG::Avi*, Avi was inserted at the 3′ terminal of 3xFLAG in pDD282 (a gift from Bob Goldstein, Addgene # 66823). 5′ and 3′ homologous arms of *hsf-1* were amplified from N2 genome and inserted into pDD282-*Avi* using NEBuilder HiFi DNA Assembly Master Mix (New England Biolabs).

To generate pDD162-UniII and pDD162-*hsf-1*, the sgRNA sequences targeting Uni_II (5′-CCACTTTCAATGTGAGTTGT-3′) and *hsf-1* C-terminus (5′-AAGTCCATCGGATCCTAATT-3′) were respectively designed using Zhang lab’s CRISPR design tool (http://crispr.mit.edu/) and cloned into pDD162 (a gift from Bob Goldstein, Addgene # 47549) as instructed^55^.

### Transgenes

Plasmids *cup-5p::mCherry::cup-5u* (50 ng/μl), *atg-4.2p::mCherry::atg-4.2* *u* (50 ng/μl) and *cup-5p::mCherry::cup-5cDNA::cup-5u* (50 ng/μl) were injected into N2 to generate *sydEx024*, *sydEx026* and *sydEx164* respectively with an injection marker of *sur-5p::gfp* (50 ng/μl).

Plasmids *ges-1p::gfp::mir-83* (50 ng/μl), *mir-83p::gfp::mir-83* (50 ng/μl), and *ges-1p::mir-83* (50 ng/μl) were injected into N2 to generate *sydEx078*, *sydEx080*, and *sydEx121* respectively with an injection marker of *myo-2::mCherry* (2.5 ng/μl).

Plasmid of *myo-3p::mCherry::cup-5u* (50 ng/μl) was injected into N2 to generate *sydEx086* with an injection marker of L4816 (50 ng/μl).

To generate *sydIs073*, plasmids of pDD162-UniII (50 ng/μl) and pDD284-*myo-3p*::RFP::3xFLAG::*cup-5u* (10 ng/μl) were coinjected into N2 with an injection marker of *myo-2p::mCherry* (2.5 ng/μl). Screening of integrated strain is as reported^55^.

To generate *hsf-1(syd101[hsf-1::gfp::3* *×* *FLAG::Avi]) I*, plasmids of pDD162-*hsf-1* (50 ng/μl) and pDD282- *hsf-1::gfp::3* *×* *FLAG::Avi* (10 ng/μl) were coinjected into N2 with an injection marker of *myo-2p::mCherry* (2.5 ng/μl). Screening of integrated strain is as reported^55^.

To generate *sydEx143*, the plasmid of *coel::rfp* (50 ng/μl) was injected into N2.

The *cup-5(syb1028)*III allele was generated by SunyBiotech using CRISPR/Cas9 technology. 3xFLAG and wrmScarlet (789 bp) were insert into the N terminal of the endogenous *cup-5* gene. The strain was verified by DNA sequencing.

To generate *sydEx198[ges-1p::TagRFP-T]* and *sydEx200[mir-83p::TagRFP-T]*, the plasmids of *ges-1p::TagRFP-T* and *mir-83p::TagRFP-T* were injected into RW1596 respectively.

### RNA interference

RNAi experiments were based on a reported protocol^56^. In brief, worms were grown on HT115 expressing dsRNA against indicated genes from egg until corresponding time. HT115 expression dsRNA against *luc2* (a real gene but irrelevant to worm biology) served as a control. The strains of HT115 [*L4440::luc2*] and HT115 [*L4440::cup-5*] are gifts from Adam Antebi lab in Max Planck Institute for Biology of Ageing. The strain of HT115 [*L4440::hsf-1*] is a gift from Shiqing Cai lab in Institute of Neuroscience, CAS.

### Cell transfection and luciferase assay

HEK293T cells were seeded into a 24-well plate and transfected using Lipofectamine 3000 Transfection Reagent (Thermo Fisher Scientific) following the manufacturer’s instruction one day post seeding. When testing the interaction between *cel-mir-83-3p* and 3′-UTRs of interest in HEK293T cells, 14 pmol of microRNA mimic, 50 ng of the 3′-UTR reporter plasmid, and 5 ng of Renilla luciferase plasmid were added into each well. MicroRNA mimics were ordered from GenePharma. Sequences of these mimics are listed in Supplementary Data 4.

Cells were collected and examined for luciferase activity 48 h post transfection by Dual-Luciferase® Reporter Assay System (Promega) and Synergy^TM^NEO (Bio Tek) as the manufacturer instructed. At least three independent experiments were performed.

### Isolation of worm cells

Worms were lysed following a modified protocol from Murphy lab^57^. In brief, about 2000 synchronized worms of day 1 adulthood were washed by M9 to remove excess bacteria. Pelleted worms were incubated in 1 ml lysis buffer (200 mM DTT, 0.25% SDS, 20 mM HEPES, 3% sucrose) with rocking at 700 rpm for 7 min at 20 °C. The worms were washed by 1 ml PBS for 6 times to remove the lysis buffer. The worm pellet was incubated in 400 μl Pronase (20 mg/ml) with rocking at 1200 rpm for 10 min at 20 °C. The proteinase was removed by washing worms with 1 ml PBS for 6 times.

To isolate coelomocytes, ~100 μl digested worms were placed on a glass slide. On an Olympus IX73 microscope, coelomocytes, identified by *unc-122p*::DsRed, were picked using a broken microinjection needle (Harvard Apparatus) and transferred into 200 μl PBS with 0.1% BSA. Cells were further transferred with the needle into ~4 μl PBS with 0.1% BSA. About 20 coelomocytes were collected for each sample.

To isolate BWM cells, worms were further digested in 400 μl 0.2% collagenase IV with rocking at 1200 rpm for about 40 min at 20 °C. When most worm bodies were dissociated and lots of single BWM cells were identified by GFP::MYO-3, the collagenase was removed by centrifugation. Pelleted cells and worm debris were resuspended in 1 ml PBS with 0.1% BSA. BWM cells were picked as described above. About 30 BWM cells were collected for each sample.

### Quantitative RT-PCR

qRT-PCR was performed following a previous report^24^. In brief, for mRNA, total RNA was prepared by RNeasy Mini kit (QIAGEN) from ~100 worms. cDNA was subsequently generated by iScript^TM^ Reverse Transcription Supermix for RT-qPCR (Bio-Rad). For microRNA, miRNeasy Mini kit (QIAGEN) and TaqMan MicroRNA Reverse Transcription Kit (Thermo Fisher Scientific) were used for total RNA and cDNA preparation, respectively. qRT-PCR was performed with Bestar® Sybr Green qPCR Master Mix (DBI Bioscience) or 2xNovoStart®SYBR qPCR SuperMix Plus (Novoprotein) on a QuantStudioTM 6 Flex Real-time PCR System (Applied Biosystems) or a CFX384 Touch^TM^ Real-Time PCR Detection System (Bio-Rad). Four technical replicates were performed in each reaction. A combination of *ama-1*, *act-1* and *cdc-42* was used as reference for mRNA quantification, whereas Sno-RNA U18 as a reference for microRNA qRT-PCR. The results were from at least three biological replicates. qRT-PCR primers for *mir-83* was designed as reported^58,59^. The sequences of all reported and self-designed primers are listed in Supplementary Data 4^24,60,61^.

For qRT-PCR of singled cells, isolated cells were first collected in ~4 μl PBS with 0.1% BSA and lysed at room temperature for 5 min using 6 μl of lysis buffer (miScript Single Cell qPCR Kit, QIAGEN). Cell lysates were first incubated at 75 °C for 5 min to inactivate DNase and then divided into two sets of samples respectively for mRNA and microRNA analysis.

For mRNA analysis, cDNA was prepared as reported^62^. In brief, the 1 μl 3′CDS primer (10 μM) (Sango Biotech Biotech) and 1 μl dNTPs (10 mM) was added into 1–5 μl cell lysate and incubated at 72 °C for 3 min. The cell lysate was subsequently mixed with 0.5 μl PrimeScript RT Enzyme Mix I (Takara), 0.25 μl RNAse inhibitor (40 U/μl) (Thermo Fisher Scientific), 2 μl 5× PrimeScript Buffer (Takara), 0.5 μl DTT (100 mM), 2 μl Betaine (5 M), 0.06 μl MgCl_2_ (1 M), 0.1 μl LNA-TSO primer (100 μM) (Sango Biotech) and 1.6 μl nuclease-free water. The mixture was incubated at 37 °C for 90 min, then subjected to 15 cycles of reverse transcription (50 °C for 2 min, 37 °C for 2 min), and finally incubated at 85 °C for 5 s for reverse transcription. The cDNA product was mixed with 0.25 μl Q5 High-Fidelity DNA Polymerase (New England Biolabs), 5 μl 5× Q5 Reaction Buffer (New England Biolabs), 0.5 μl dNTPs (10 mM), 1.25 μl A-IS PCR primer (Sango Biotech) and 8 μl nuclease-free water, and then amplified using the following thermocycler settings: 98 °C for 30 s, 25 cycles of amplification (98 °C for 10 s, 67 °C for 30 s and 72 °C for 6 min), 72 °C for 5 min. The amplified cDNA was diluted by 10 times for qRT-PCR.

The microRNAs were reverse transcribed using TaqMan MicroRNA Reverse Transcription Kit (Thermo Fisher Scientific). In brief, ~3.5 μl cell lysate were mixed with 0.4 μl RT primer of microRNAs (4 μΜ), 0.4 μl U18 reverse primer (4 μΜ), 0.4 μl dNTPs (100 mM), 3 μl MultiScribe™ Reverse Transcriptase (50 U/μl), 1.6 μl 10× RT buffer, 1.8 μl MgCl_2_ (25 mM), 0.2 μl RNase Inhibitor (20 U/μl), and 1.4 μl nuclease-free water. The mixture was incubated on ice for 5 min, subjected to 40 cycles of reverse transcription (16 °C for 2 min, 42 °C for 1 min, and 50 °C for 1 s), incubated at 85 °C for 5 min, and kept at 4 °C. 1 μl of reverse transcribed sample was used as the template in each well of a 384-well qPCR reaction.

### RNA-Seq

In each one of the three biological replicates, ~300 N2 worms at indicated ages were handpicked into TRIzol (Invitrogen) for each time point. Total RNA isolation was performed using QIAGEN miRNeasy Mini (QIAGEN) following the manufacturer’s instruction. Small RNA library preparation and sequencing were performed with Illumina sequencing technology by BGI, as reported^63^. The reads were first aligned to the *C. elegans* reference genome (WBcel215.67) using Tophat^64^. Aligned reads were then mapped against known microRNA sequences by miRDeep^65^. 

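In the 2 families of microRNAs that time larval development, more arms fell than rose with age in these worms. Of 12 arms of the let-7 family tested, 4 fell and 1 rose at day 7, and 6 fell and 2 rose at day 14 and at day 21, each against day 1, with the same counts adjusted over the list alone (fry, adjusted p = 0.00146, 8.8e-05 and 2.5e-05). let-7-5p had log2 fold changes of -2.50, -3.85 and -4.10 at days 7, 14 and 21, with SE 0.32 and adjusted p = 6.3e-08 from edgeR at day 21. miR-241-5p of this family fell by 3.65 on the log2 scale at day 21, while miR-84-5p rose by 1.18 (adjusted p = 0.0012 from edgeR). All 3 arms of the lin-4 family fell at each of these ages, also when adjusted over the list alone (fry, adjusted p = 1.0e-05, 2.0e-06 and 2.0e-06). lin-4-5p had log2 fold changes of -1.27 and -1.97 at days 7 and 14, and miR-237-5p had -4.73 at day 21. fry tests whether the members of a list move on balance in 1 direction and does not compare a list with other microRNAs. The list of a family takes both arms of each hairpin, so it also holds arms that do not carry the seed of the family.

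Members of the miR-35 family rose on balance, and the arms of their hairpins moved apart. Of its 15 arms, 9 rose and 0 fell at day 7, 10 rose and 3 fell at day 14, and 9 rose and 3 fell at day 21 (9 and 0, 10 and 3, and 9 and 5 adjusted over the list alone; fry, adjusted p = 1.0e-05, 5.8e-07 and 5.8e-07). All 8 of the 3p arms rose at each age, with median log2 fold changes of 2.13, 3.52 and 3.54. The 7 tested 5p arms had medians of 0.04, -0.72 and -1.51. miR-42-3p rose by 5.58 (SE 0.24, adjusted p = 3.1e-10 from edgeR) and miR-38-3p by 5.35 at day 21. miR-39-3p rose by 3.39 to 90471 CPM (TMM), the highest level of any microRNA at day 21, and miR-35-3p had log2 fold changes of 2.14, 3.39 and 3.30. *mir-35* to *mir-41* lie on chromosome II of WBcel235 from 11537608 to 11538404, in an intron of a protein-coding gene on the opposite strand.

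MicroRNAs reported to act on lifespan moved in both directions. miR-34-5p rose by 2.87, 4.06 and 4.21 on the log2 scale at days 7, 14 and 21 (SE 0.31, adjusted p = 4.1e-08 from edgeR at day 21), and miR-239a-5p, whose loss is reported to lengthen life, rose by 2.06, 3.24 and 3.87 (3.11 at day 21 without day 21 replicate 3). Of 19 arms of the lifespan list, 7 rose and 8 fell at day 21, with the same counts adjusted over the list alone. The median log2 fold change of this list was -0.48, the mean 0.18 and the direction of fry up (adjusted p = 0.0958, and 0.00322 with RLE size factors, 0.0169 with only the 2 ages compared and 0.0248 with at least 10 counts in every library, with 0.00322 to 0.971 over the alternatives). Of 13 arms of the heat stress list, 4 rose and 4 fell, with the same counts adjusted over the list alone. Its mean was 0.21, its median was negative and fry gave up (adjusted p = 0.305). miR-71-5p, which lengthens life when active, had a log2 fold change of -0.48 (adjusted p = 0.19 from edgeR), and it passed the test with scaling by total counts (-0.60, adjusted p = 0.0449) and without day 1 replicate 1 (-0.78) or day 21 replicate 1 (-0.80), with 0.0292 to 0.321 over the alternatives. Of the arms of the muscle marker *mir-1*, miR-1-3p fell by 0.75 at day 21 (adjusted p = 0.0068 from edgeR) and miR-1-5p had a log2 fold change of 0.39 (adjusted p = 0.11 from edgeR), with every day 21 library above every day 1 library. Both arms of the intestine marker *mir-60* fell, miR-60-5p with a log2 fold change of -2.44 (adjusted p = 0.0016 from edgeR; -4.88 without day 21 replicate 1) and miR-60-3p by 1.49 (adjusted p = 0.0080 from edgeR, but 0.0524 without day 1 replicate 3, with 0.00116 to 0.0524 over the alternatives). The fall of miR-60-5p rests on few counts, 105 over the day 1 libraries together and 12 over those of day 21.

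In all, 96 microRNAs changed between day 1 and day 7 (52 higher and 44 lower), 169 between day 1 and day 14 (84 higher and 85 lower) and 174 between day 1 and day 21 (86 higher and 88 lower). Between day 7 and day 14, 101 changed, 59 higher and 42 lower, or 44 higher and 55 lower when libraries were scaled by total counts alone. No microRNA passed between day 14 and day 21 (0 in edgeR and 0 in DESeq2, with 12 at an unadjusted p under 0.05 and a smallest adjusted p of 0.627 in edgeR). Libraries did not overlap between the groups for 134 of the 245 microRNAs at day 7, 171 at day 14 and 180 at day 21 against day 1, where chance gives 10%. They did not overlap for 154 between days 7 and 14 and for 23 (9.39%) between days 14 and 21. Over the 4 ages 182 changed, and 167 changed in a trend with the day, 82 upwards and 85 downwards. Scaling by total counts moved the median log2 fold change of all microRNAs from -0.01 to -0.13, from -0.12 to -0.41 and from -0.06 to -0.26 at days 7, 14 and 21 against day 1. It moved it from 0.01 to -0.21 between days 7 and 14 and from -0.04 to 0.10 between days 14 and 21. When day 14 replicate 1 and day 21 replicate 1 were left out together, a setting chosen after the data were seen because these libraries lay among those of the other age, 33 microRNAs passed between day 14 and day 21, 5 higher and 28 lower. The 2 libraries were picked from the same counts, so this number restates their place and does not show a change with age.

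**Figure D3:**
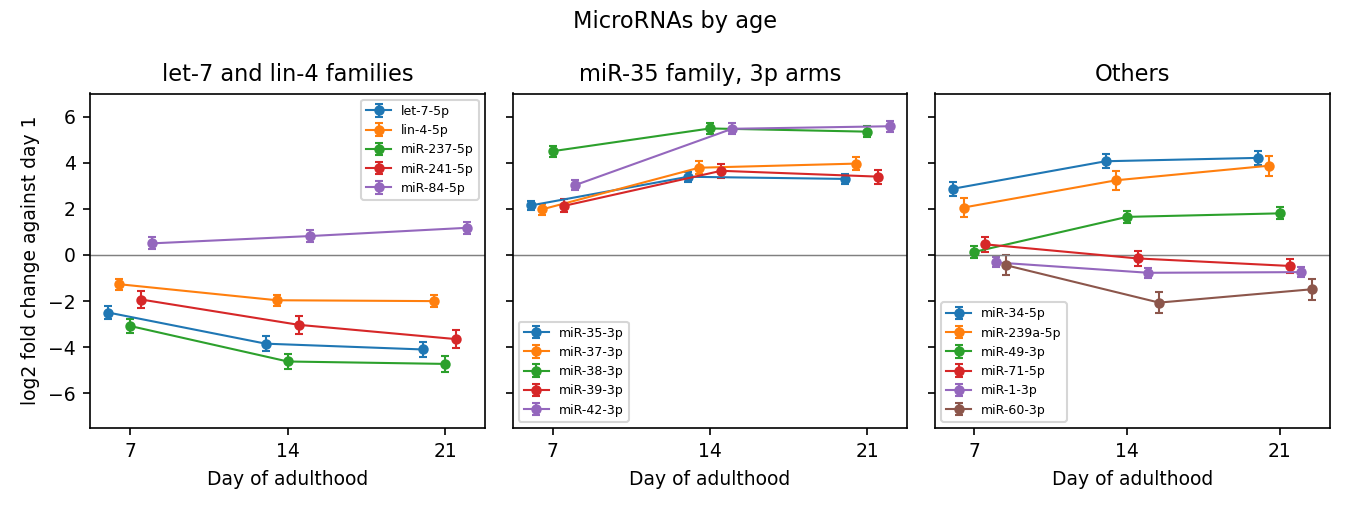
The log2 fold change against day 1 (edgeR) of named microRNAs at days 7, 14 and 21 of adulthood, with the standard error of the fit as bars. let-7-5p and miR-237-5p end at -4.10 and -4.73, and the 3p arms of the miR-35 family lie above 0 at each age.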

Differentially expressed microRNAs were figured out using the R package DESeq^66^.

### Microscopy

For microscopy experiments, worms were mounted on 5% agar pads and anesthetized using 5 mM levamisole for imageing LGG-1 puncta, or 0.1% sodium azide for the rest assays. The images were captured using a Leica TCS SP8 or an Olympus BX53 microscope. Fluorescence intensity were measured by Adobe Photoshop. Background signal was subtracted as reported^24^.

### Autophagy analysis

GFP::LGG-1 puncta of posterior intestine cells were counted from about 5 slices with 1 μm step size, the Z-position was selected where intestinal nucleus could be seen clearly. GFP::LGG-1 puncta of BWM cells were counted from 1 slice where the striation could be clearly seen. The puncta were counted using ComDet v.0.3.7 in ImageJ. For each genotype, at least 22 animals at corresponding stages from three independent experiments were scored.

Images of mCherry::GFP::LGG-1 puncta were scored using the same method as examining GFP::LGG-1 puncta. The mCherry::GFP::LGG-1 puncta of head neurons were counted from 1 slice where most neurons surrounding the posterior pharynx bulb are clearly seen. The number of APs was calculated as the GFP-positive puncta, and the number of ALs was calculated as the difference of the mCherry-positive puncta and the mCherry-GFP-positive puncta. For each genotype, at least 16 animals at corresponding stages from at least three independent experiments were scored.

To capture SQST-1::GFP images, head neurons and BWM cells were identified by morphology using differential interference contrast microscopy. The head neurons between two bulbs of pharynx and the BWM cells near the tail of worm were examined. For each genotype, at least 45 animals at corresponding stages from at least three independent experiments were scored.

Worms were transferred onto NGM plates containing 5 mM chloroquine and incubated for 4 h or 1 h to block the autophagy flux in the neurons or in other tissues.

### Analysis of lysosome number and morphology

Lysosome numbers of anterior intestine cells were counted from about 5 slices with 1 μm step size, the Z-position was selected where intestinal nucleus could be clearly seen. For each genotype, at least 20 animals at corresponding stages from at least three independent experiments were scored.

The images of lysosome morphology in coelomocytes were captured from the pair near worm tail. The diameters of large LMP-1::GFP positive vacuole of WT worms and *mir-83(-)* mutants were quantified by LAS X. The diameters of large LMP-1::GFP positive vacuole of worms under RNAi treatment were quantified by ImageJ. For each genotype, at least 45 animals at corresponding stages from at three independent experiments were scored.

### Analysis of polyQ strains

The numbers of intestinal and muscular polyQ aggregates in WT worms and *mir-83(-)* mutants were counted in individual worms at indicated days of adulthood. For each genotype, at least 45 animals at corresponding stages from at three independent experiments were scored.

### Western blotting

Synchronized worms at corresponding stages of adulthood were harvested in M9. After three rounds of freezing and thaw, worms were lysed by adding 4x loading buffer. Proteins were separated by reducing SDS-PAGE and transferred to PVDF membranes. Membranes were then blotted with primary antibodies against GFP (1:200 dilution, Cat# sc-9996, Santa Cruz), FLAG (1:2000 dilution, Cat# F7425, Sigma-Aldrich), α-tubulin (1:2000 dilution, Cat# T5168, Sigma-Aldrich), or mCherry (1:2,000 dilution, Cat# NBP1-96752, Novus Biologicals), and secondary antibodies against Rabbit IgG (1:5000 dilution, Cat# G-21234, Thermo Fisher Scientific) or Mouse IgG (1:5000 dilution, Cat# G-21040, Thermo Fisher Scientific). To harvest worms at day 5 and day 7 of adulthood, each sample was prepared from about 120 synchronized L4 worms on six 60 mm plates. The worms were transferred to fresh plates every two days until reaching desired ages. Worms undergoing internal hatching and vulva bursting were discarded. Signals of western blotting were measured using Adobe Photoshop. Background signals were subtracted as reported^24^. All the uncropped and unprocessed images were shown in the Supplementary Fig. 8.

### Isolation of extracellular vesicles

Synchronized worms were grown in liquid culture with the density of 3 worms per microliter and fed with 25 mg OP50 per milliliter until day 1 of adulthood^67^. Because a proportion of extracellular vesicles are secreted out of the worms^68–70^, the synchronized worms were soaked in M9 to collect EVs. In brief, for each sample, 300,000 worms were collected and washed by M9 to remove excess bacteria. Worms were subsequently cultured in 25 ml M9 at 20 °C for 12 h with shaking at 180 rpm. Worms were sedimented by gravity, whereas the supernatant was collected and filtered by a 0.22 μm Millex-GP Syringe Filter Unit (Millipore). Extracellular vesicles (EVs) were isolated from the filtered medium using Total Exosome Isolation Reagent (Thermo Fisher Scientific) following the manufacturer’s instruction. For gene expression, the isolated EVs were suspended in 700 μl QIAzol Lysis Reagent (QIAGEN). EVs were suspended in 600 μl PBS for other experiments.

### Transmission electron microscopy of isolated extracelluar vesicles

In total 10–20 μl EVs suspended in PBS were deposited onto a carbon coated electron microscopy grid, stained with 2% uranyl acetate, and examined using a Tecnai G2 Spirit microscope (Thermo Fisher Scientific).

### Nanoparticle tracking of isolated extracelluar vesicles

EVs in PBS were diluted 100-fold in PBS and subjected to nanoparticle tracking using a NanoSight NS300 (Malvern Instruments).

### Statistical analysis

Results are presented as Mean ± SD unless otherwise noted. Statistical tests were performed as indicated using GraphPad Prism (GraphPad software). The statistics of Poisson regression was performed with R Core Team as reported^10^. Detailed statistics for lifespan assays and other experiments were respectively listed in Supplementary Data 1 and 2.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data descriptions

Reporting Summary

Source data

## Data Availability

The source data underlying all figures are provided as a Source Data file. The associated data are also available at figshare [https://figshare.com/, 10.6084/m9.figshare.8875115]. The RNA-Seq data in this publication are accessible through GEO Series accession number GSE136612. All other relevant data are available from the authors.

# Supplementary material for: A secreted microRNA disrupts autophagy in distinct tissues of Caenorhabditis elegans upon ageing
**Source:** Nat Commun. 2019 Oct 23;10:4827. doi: 10.1038/s41467-019-12821-2
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

A secreted microRNA disrupts autophagy in distinct tissues upon ageing

Yifei Zhou¹, Xueqing Wang¹, Mengjiao Song¹, Zhidong He¹, Guizhong Cui¹,
Guangdun Peng^{2, 3}, Naihe Jing¹ and Yidong Shen^{1*}

Network, CAS Center for Excellence in Molecular Cell Science, Shanghai Institute of
Biochemistry and Cell Biology, University of Chinese Academy of Sciences,
Chinese Academy of Sciences

320 Yueyang Rd.

200031 Shanghai, China

Laboratory of Stem Cell and Regenerative Medicine, Guangzhou Institutes of
Biomedicine and Health, Chinese Academy of Sciences

510530 Guangzhou, China

510005 Guangzhou, China

Supplementary Figures

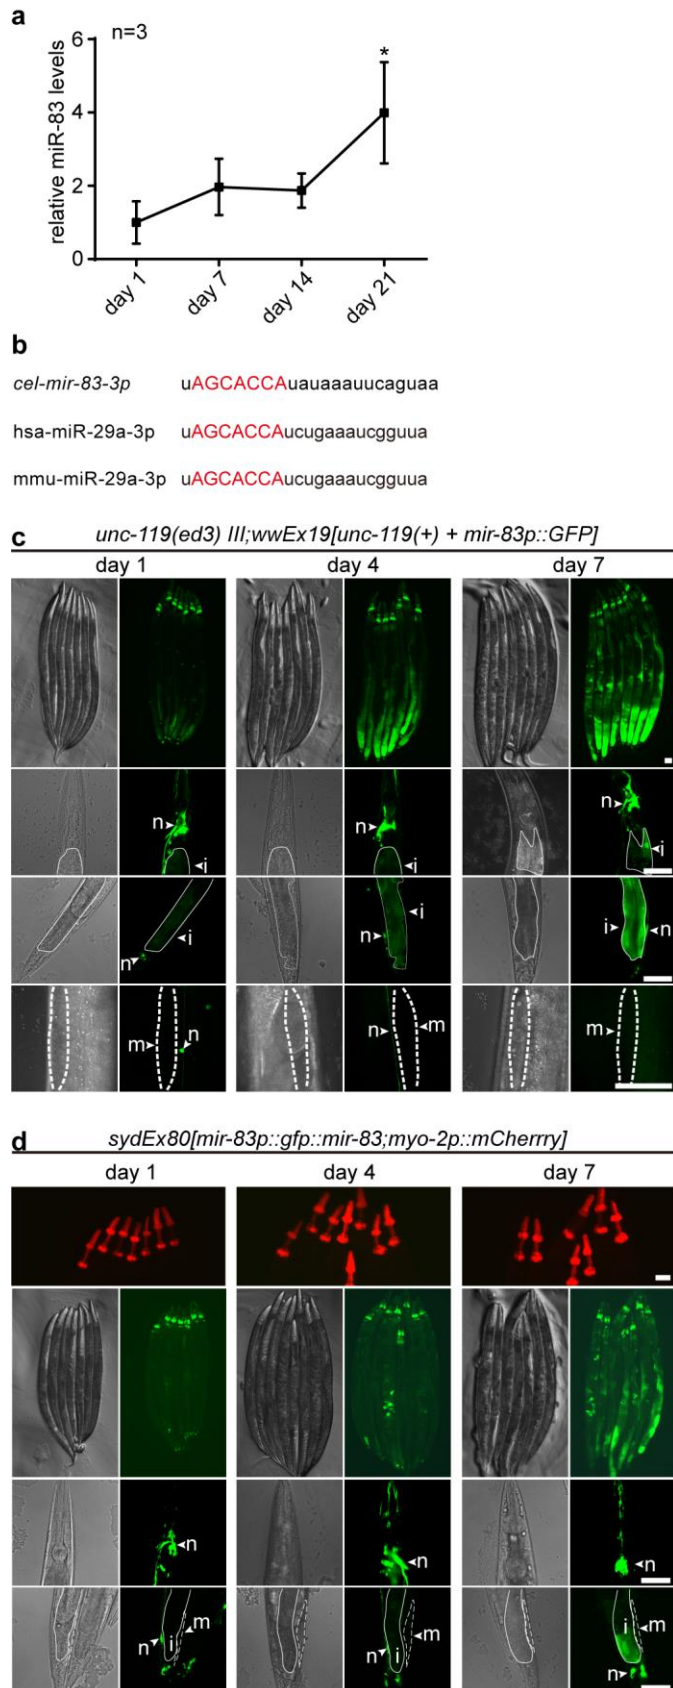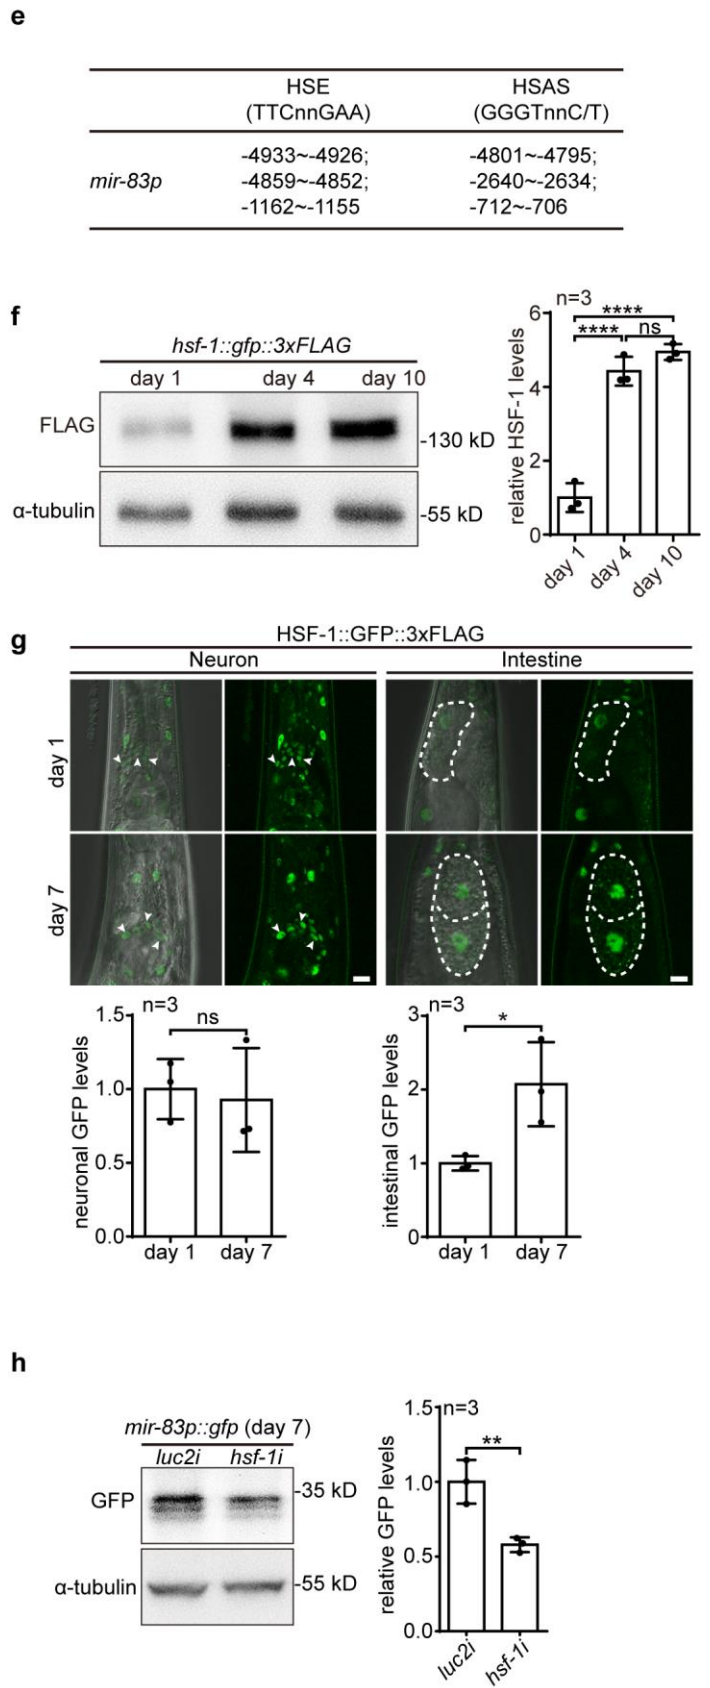

Supplementary Fig. 1. *mir-83* is upregulated by *hsf-1* with ageing.

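The level of miR-83-3p in each library, divided by the mean of the day 1 libraries, was 1.09, 0.446 and 1.46 at day 1. It was 1.94, 3.00 and 1.64 in the day 7 libraries, 2.89, 1.82 and 2.63 in the day 14 libraries and 4.18, 3.69 and 6.16 in the day 21 libraries, after TMM. The means were 2.19 ± 0.716 (SD, n = 3) at day 7, 2.45 ± 0.556 at day 14 and 4.68 ± 1.31 at day 21, and the SD at day 1 was 0.515. Day 1 replicate 2 had the lowest level of the 12 libraries. Without it, and with the remaining libraries filtered and scaled by TMM anew, the means fell to 1.53, 1.74 and 3.38. Without day 1 replicate 3, treated in the same way, they were 2.56, 2.90 and 5.63. Both sets of means therefore also hold a change of scaling.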

a, RNA-Seq results of *mir-83* in the WT worms of indicated ages. The data were normalized against the *mir-83* level at day 1. n=3 independent experiments.

b, Sequences of *cel-mir-83*, hsa-miR-29a and mmu-miR-29a. 

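In the annotation of WBcel235, the hairpin of *mir-83* is 98 nucleotides long. Its 5p arm spans 7841647 to 7841669 on chromosome IV (23 nucleotides) and its 3p arm 7841691 to 7841712 (22 nucleotides). The 3p arm had 122 to 1483 counts in the day 1 libraries and 1180 to 2637 in the day 21 libraries, and the 5p arm had 183 to 618 and 242 to 887. miR-83-5p was at 35.4 ± 4.40 CPM (TMM, SD, n = 3) at day 1, 78.8 ± 10.2 at day 7, 54.5 ± 12.2 at day 14 and 52.7 ± 19.6 at day 21. It rose at day 7 (log2 fold change 1.16, SE 0.28, adjusted p = 0.0041 from edgeR). It did not pass without day 1 replicate 3 (0.94, adjusted p = 0.0530) or day 7 replicate 2 (0.91, adjusted p = 0.0554), with 3.3e-04 to 0.0554 over the alternatives in edgeR or DESeq2. At day 14 its log2 fold change was 0.62 (adjusted p = 0.057 from edgeR), and it passed without both day 14 replicate 1 and day 21 replicate 1 (0.76, adjusted p = 0.0126), a setting chosen after the data were seen, with 0.0126 to 0.432 over the alternatives. At day 21 it was 0.58 (adjusted p = 0.070 from edgeR). Between days 7 and 14 it was -0.53 (adjusted p = 0.13 from edgeR), and between days 14 and 21 it was -0.04 (adjusted p = 0.96 from edgeR). The level of the 5p arm differed over the 4 ages (one-way F 6.20, permutation p = 0.0210, Benjamini-Hochberg adjusted p = 0.0315). Pearson's r with the day was 0.202 (permutation p = 0.520, Benjamini-Hochberg adjusted p = 0.520) and Spearman's rho 0.259 (permutation p = 0.430, Benjamini-Hochberg adjusted p = 0.516). Without 2 of the 3 day 21 libraries, r was 0.162 to 0.519. The exact permutation p against day 1 was 0.1 at days 7 and 14 and 0.2 at day 21 (two-sided).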

Uppercase letters in red denote seed sequences.

c-d, Representative images of two transcriptional transgenes of *mir-83* at indicated ages. GFP signals were observed in neurons and intestines (solid lines), but not detected in the body wall muscle (dashed lines). n: neuron, i: intestine, m: body wall muscle. Scale bars: 50 μ m.

e, Heat shock elements (HSEs) and heat shock associated sites (HSASs) in the 5-kb promoter of *mir-83*.

f, The protein level of HSF-1 increases with ageing. α -tubulin and day 1 blots serve as controls for loading and normalization respectively. n=3 independent experiments.

g, HSF-1 is upregulated in the intestine but not in the head neurons of aged worms. Scale bar: 10 μ m. Signals from day 1 worms serve as controls for normalization. n=3 independent experiments containing at least 22 worms.

h, Immunoblots of *mir-83p::GFP* treated with *luc2* RNAi or *hsf-1* RNAi at day 7. RNAi treatment was performed from hatching to day 7 of adulthood. α -tubulin and worms under *luc2* RNAi serve as controls for loading and normalization respectively. n=3 independent experiments.

Statistical significance was calculated by one-way ANOVA in **a** and **f** or unpaired *t*-test in **g** and **h**. ns: non-significant, * $p<0.05$, ** $p<0.01$, **** $p<0.0001$. Source data

are provided as a Source Data file.

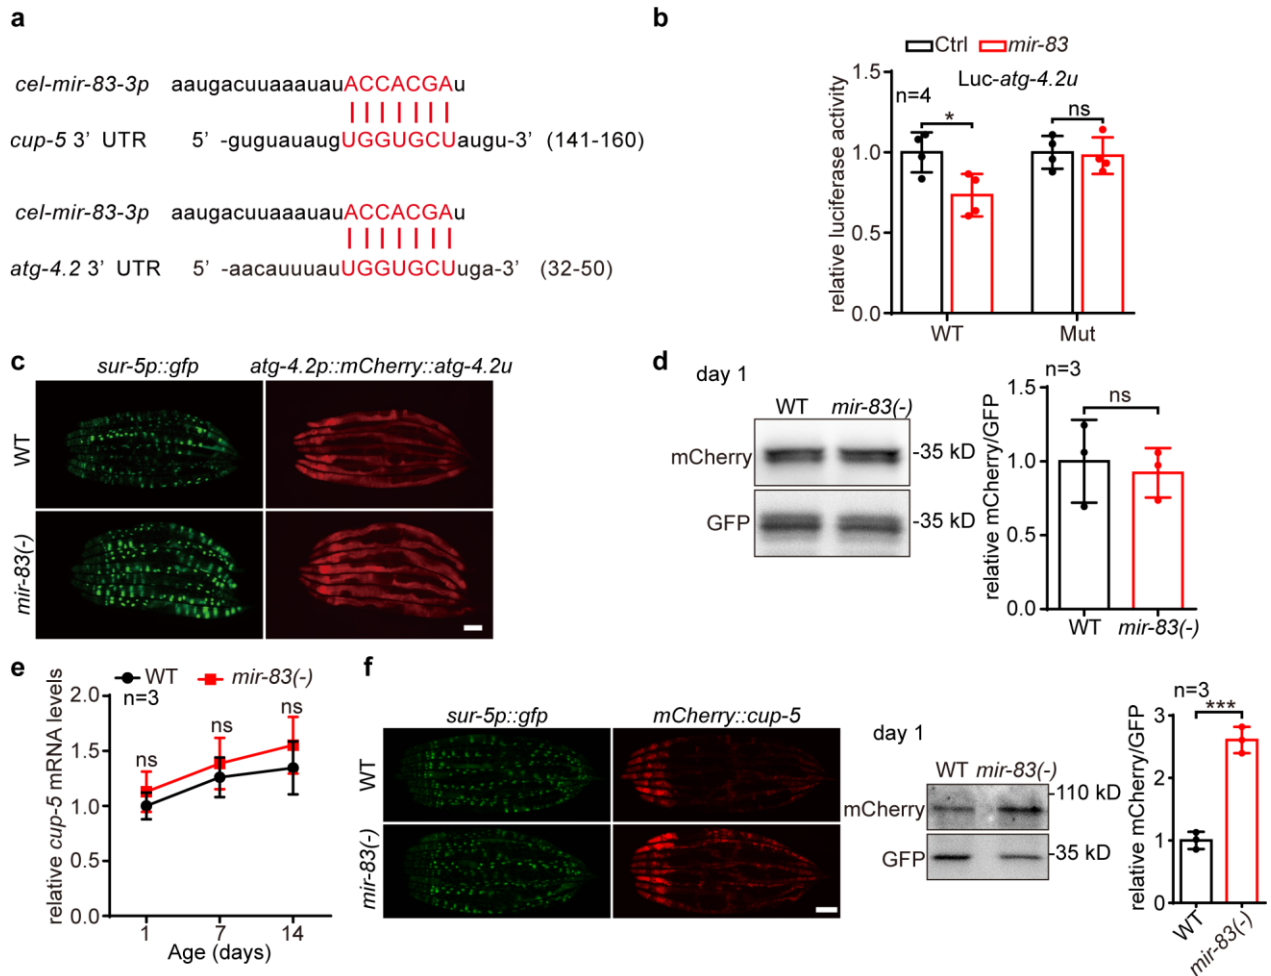

Supplementary Fig. 2. *mir-83* targets *cup-5* but not *atg-4.2* in vivo.

a, Predicted binding sites of *mir-83* on the 3'-UTRs of *cup-5* and *atg-4.2*.

b, The transfection of *cel-mir-83-3p* mimic suppresses a luciferase reporter with *atg-4.2* 3'-UTR in HEK293T cells. Ctrl transfected cells serve as controls for normalization. Mutating the *mir-83* binding site in *atg-4.2* 3'-UTR (Mut) blocked this interaction. n=4 independent experiments.

c-d, Fluorescent signals in **c**, and immunoblots in **d**, of the dual fluorescence reporter of *atg-4.2* 3'-UTR in the indicated strains at day 1 of adulthood. Blots against GFP

serve as a loading control. WT blots serve as the control for normalization. Scale bar: 100 μ m. n=3 independent experiments.

e, *cup-5* mRNA levels in the WT worms and *mir-83(-)* mutants at indicated ages. Data were normalized against the expression of *cup-5* in the WT worms as day 1. n=3 independent experiments.

f, The protein level of mCherry::CUP-5 is increased upon mutating *mir-83*, whereas the expression of GFP remains unchanged in *mir-83(-)* mutants at day 1 of adulthood.

WT blots serve as the control for normalization. n=3 independent experiments.

Statistical significance was calculated by unpaired *t*-test in **b**, **d**, and **f**, or two-way ANOVA in **e**. ns: non-significant, * $p < 0.05$, *** $p < 0.001$. Source data are provided as a Source Data file.

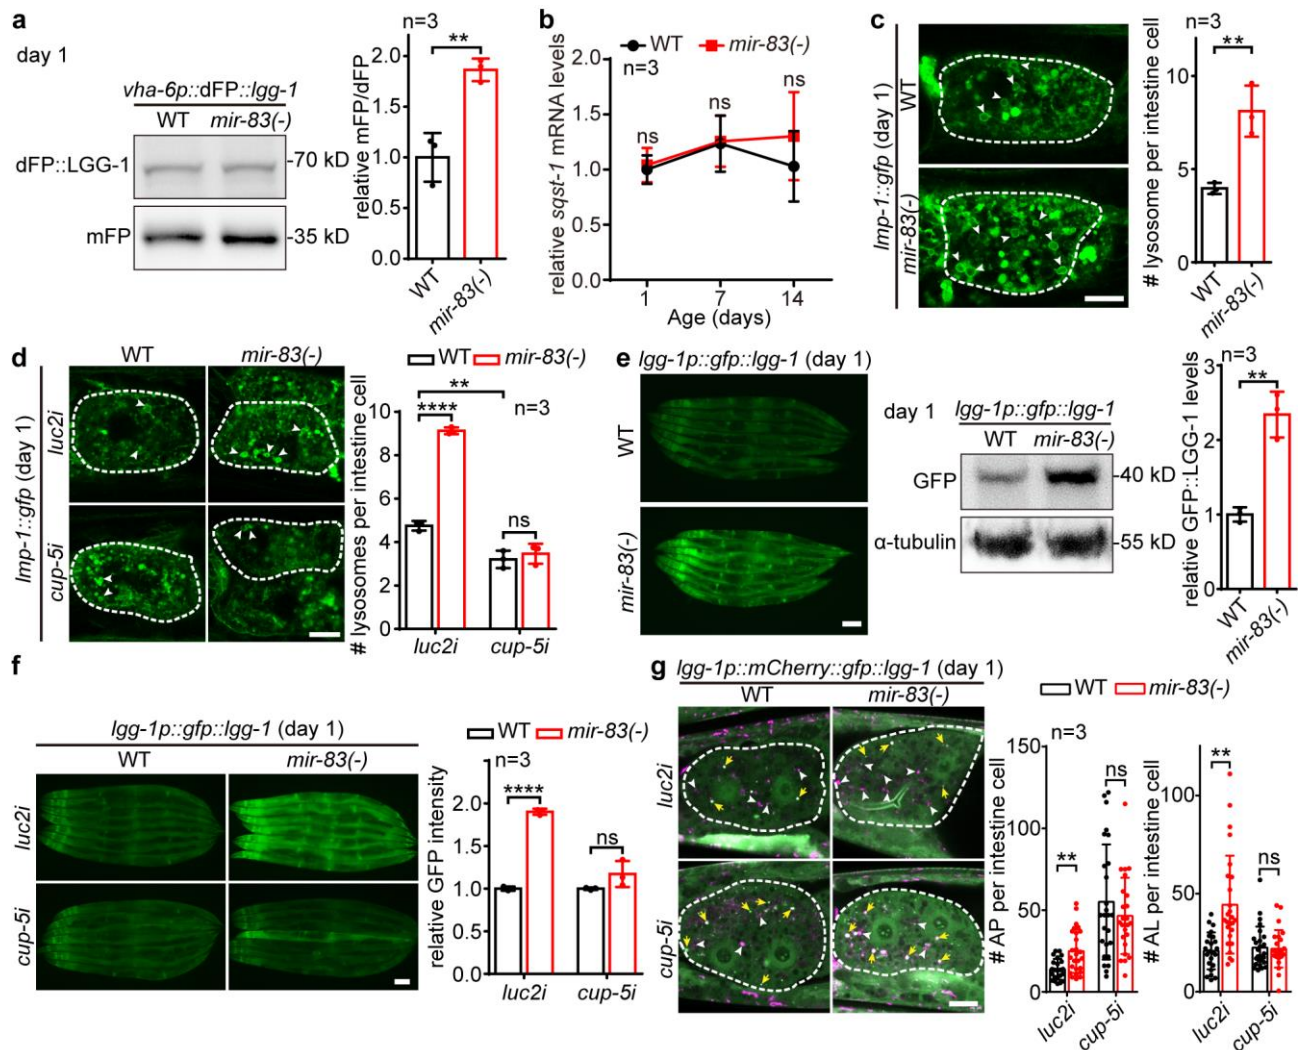

Supplementary Fig. 3. *mir-83* controls intestinal autophagy through regulating lysosome and LGG-1.

a, Immunoblots of the *vha-6p::dFP::lgg-1* reporter (mFP/dFP, mFP vs dFP::LGG-1)

in indicated strains at day 1 of adulthood. WT blots serve as the control for normalization. n=3 independent experiments.

b, *sqst-1* mRNA levels in the WT worms and *mir-83(-)* mutants at indicated ages.

Data were normalized against the *sqst-1* expression in the WT worms at day 1. n=3 independent experiments.

c, Lysosomes labelled by LMP-1-GFP (arrow heads) in the proximal intestine (dashed

lines) of the indicated strains at day 1 of adulthood. Scale bar: 10 μ m. n=3

independent experiments containing at least 47 worms.

d, *cup-5* RNAi abolishes the increased lysosomes (LMP-1-GFP positive vacuoles, arrow heads) in the intestine of *mir-83(-)* mutants. Dashed lines denote intestinal cells.

Scale bar: 10 μ m. n=3 independent experiments containing at least 32 worms.

e, The expression of GFP::LGG-1 is increased in *mir-83(-)* mutants at day 1 of adulthood. Blots against α -tubulin and WT samples serve as controls for loading and normalization respectively. Scale bar: 100 μ m. n=3 independent experiments.

f, *cup-5* RNAi abolishes the increased GFP::LGG-1 in *mir-83(-)* mutants at day 1 of adulthood. WT worms treated with *luc2* RNAi serve as controls for normalization.

Scale bar: 100 μ m. n=3 independent experiments containing at least 45 worms.

g, RNAi against *cup-5* blocks the enhanced autophagy in the intestine of *mir-83(-)* mutants at day 1 of adulthood. Scale bar: 100 μ m. n=3 independent experiments containing at least 23 worms.

Statistical significance was calculated by unpaired *t*-test in **a**, **c**, and **e**, Two-way

ANOVA in **b**, **d**, and **f**, or Poisson regression in **g**. ns: non-significant, ** $p < 0.01$,

**** $p < 0.0001$. Source data are provided as a Source Data file.

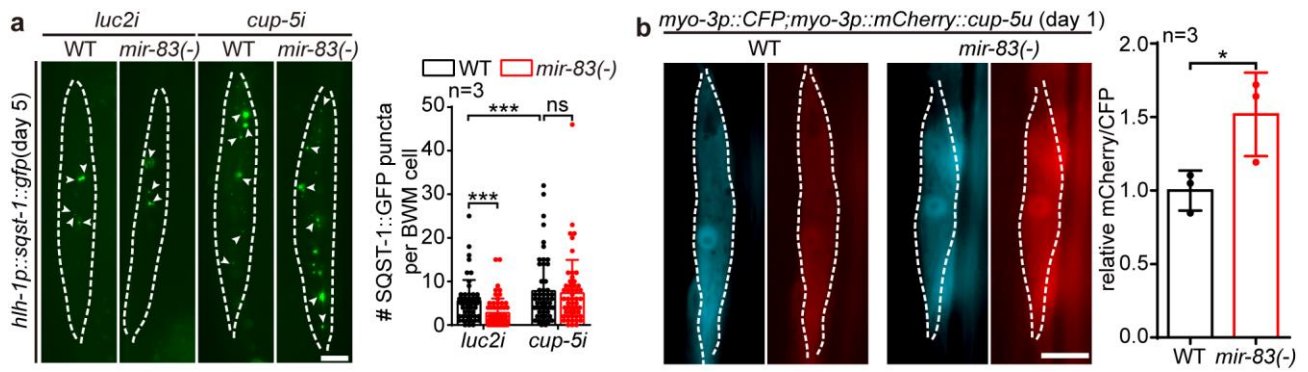

Supplementary Fig. 4. *mir-83* targets *cup-5* in the body wall muscle.

a, *cup-5* RNAi blocks the improved autophagy in the body wall muscle (BWM) of *mir-83(-)* mutants at day 5 of adulthood. $n=3$ independent experiments containing at least 52 worms.

b, Representative images of a BWM-specific dual fluorescence reporter of *cup-5* 3'-UTR in the WT worms and *mir-83(-)* mutants at day 1 of adulthood. Note that the BWM-specific mCherry signal controlled by *cup-5* 3'UTR is increased in *mir-83(-)* mutants. WT signals serve as the control for normalization. $n=3$ independent experiments containing at least 46 worms.

Dashed lines outline BWM cells. Scale bar: 10 μ m. Statistical significance was calculated by Poisson regression in **a** or unpaired *t*-test in **b**. ns: non-significant, * $p < 0.05$, *** $p < 0.001$. Source data are provided as a Source Data file.

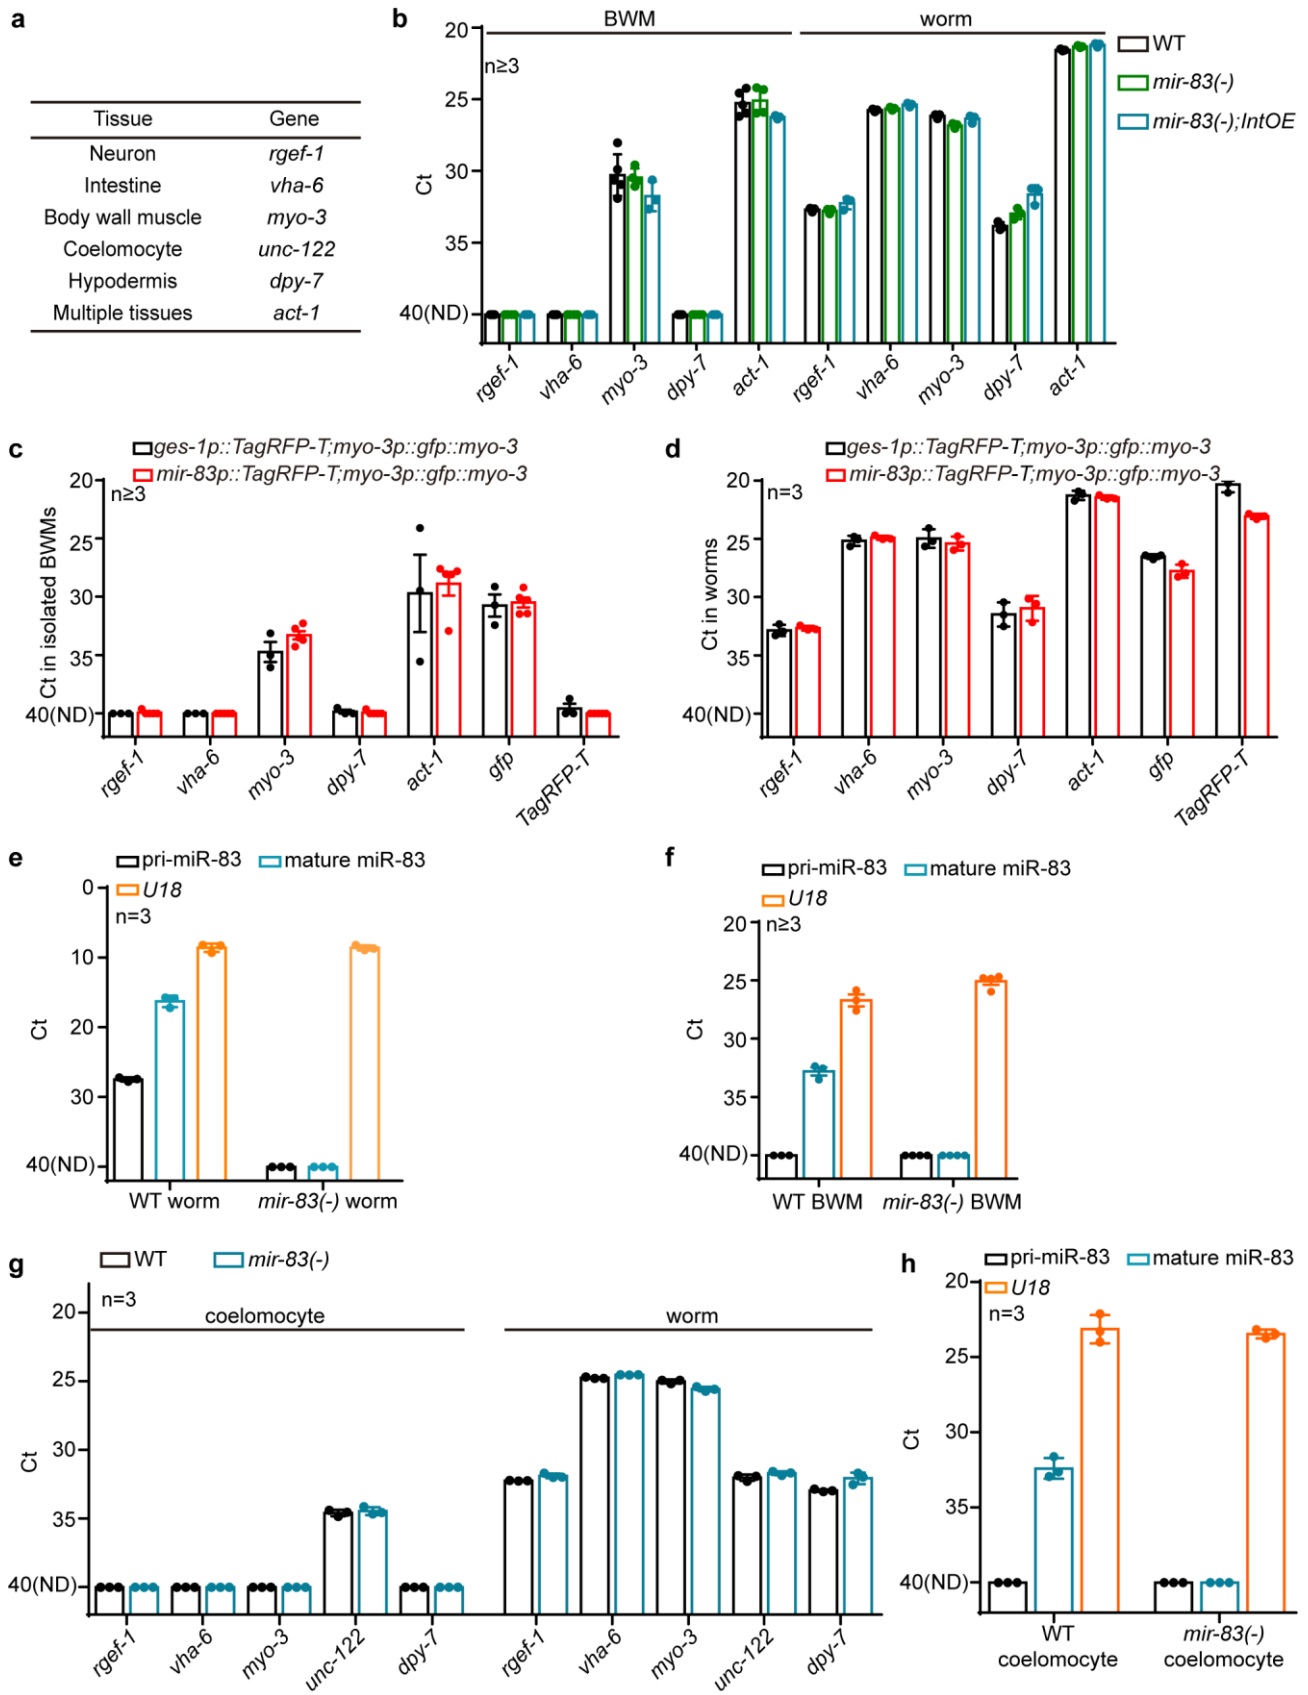

Supplementary Fig. 5. Intestinal *mir-83* is transferred into the body wall muscle.

a, A list of tissue-specific genes to examine the purity of isolated cells.

b, Quality control of isolated BWM cells from indicated strains by qRT-PCR. Note that the widely expressed *act-1* and the muscle-specific *myo-3* but no other tissue-specific genes are detected in the isolated BWM cells. *IntOE*: an intestine-specific transgene of *mir-83*. n=5, 4, and 3 independent experiments for WT, *mir-83(-)*, and *mir-83(-);IntOE*, respectively.

c-d, qRT-PCR of indicated genes in the isolated BWM cells (**c**) or worms (**d**) of indicated strains. n=3 and 5 independent experiments for *ges-1p::TagRFP-T*; *myo-3p::gfp::myo-3* and *mir-83p::TagRFP-T*; *myo-3p::gfp::myo-3*, respectively in **c**. n=3 independent experiments in **d**.

e-f, qRT-PCR of the indicated forms of *mir-83* and U18 in worms (**e**), and isolated BWM cells (**f**). n=3 independent experiments in **e**. n=3 and 4 independent experiments for WT BWM and *mir-83(-)* BWM, respectively in **f**.

g, The isolated coelomocytes are free of contamination from the intestine or neurons. n=3 independent experiments.

h, The amount of different forms of *mir-83* in the isolated coelomocytes. n=3 independent experiments.

Ct values of samples without qRT-PCR signal were set as 40. ND: not detected. Source data are provided as a Source Data file.

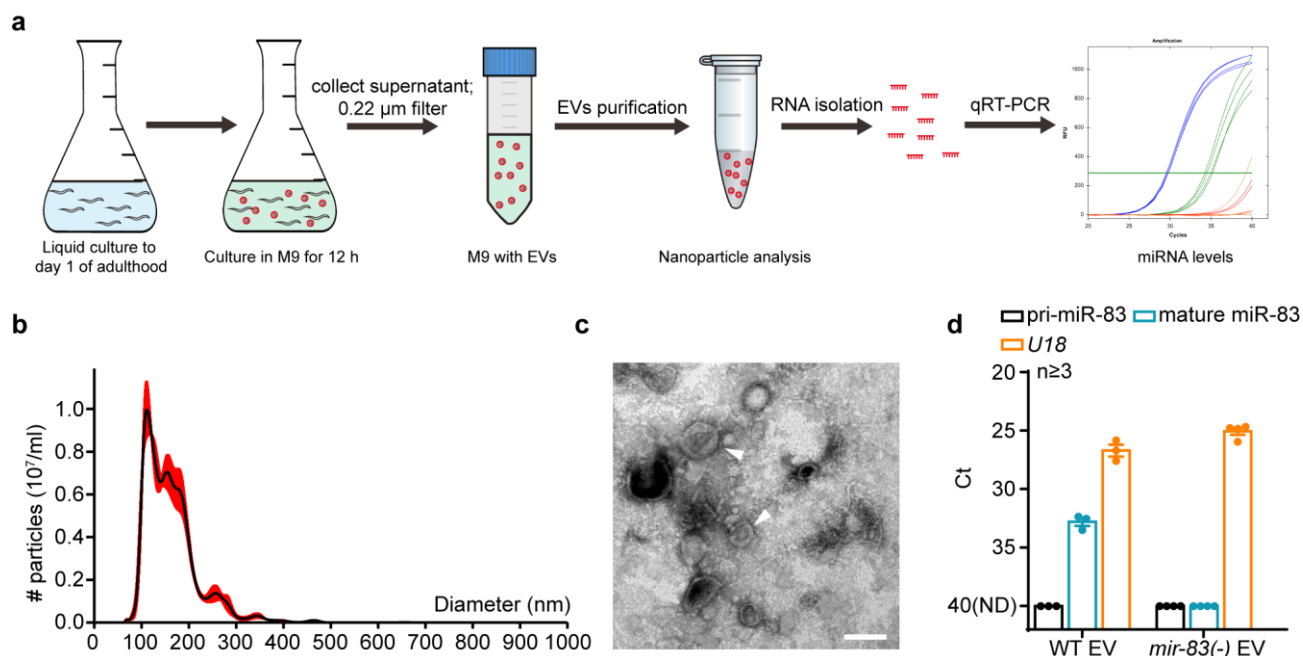

Supplementary Fig. 6. The collection of extracellular vesicles from worms.

a, The workflow to examine microRNA expression in the purified extracellular vesicles (EVs).

b, The size of purified EVs by nanoparticle analysis.

c, Electron microscopic examination of purified EVs (arrow heads). Scale bar: 100 nm.

d, The amount of different forms of *mir-83* in EVs. Ct values of samples without qRT-PCR signal were set as 40. ND: not detected. n=3 and 4 independent experiments for WT EV and *mir-83(-)* EV, respectively. Source data are provided as a Source Data file.

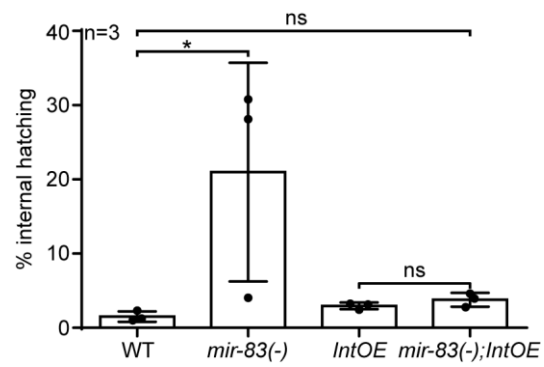

Supplementary Fig. 7. *mir-83* contributes to reproduction.

The internal hatching rate of indicated strains. Statistical significance was calculated by one-way ANOVA. ns: non-significant, * $p < 0.05$. n=3 independent experiments containing total 360 worms. Source data are provided as a Source Data file.

Fig. 1b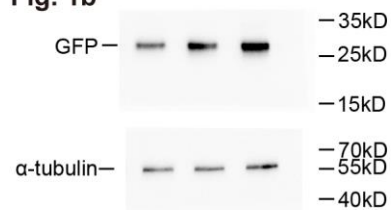**Fig. 2c**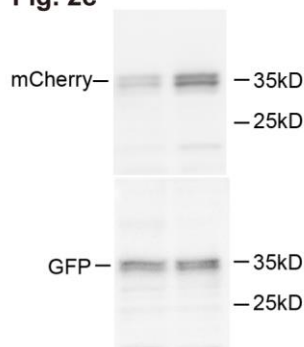**Fig. 2e**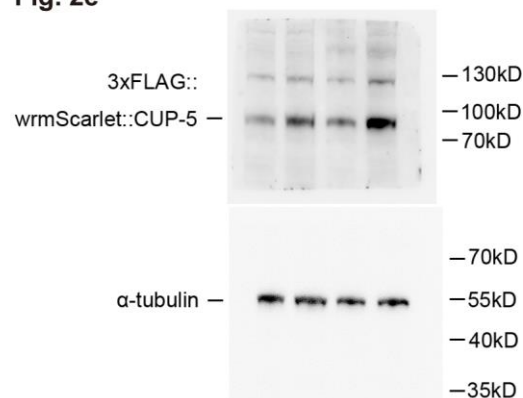**Fig. 3f**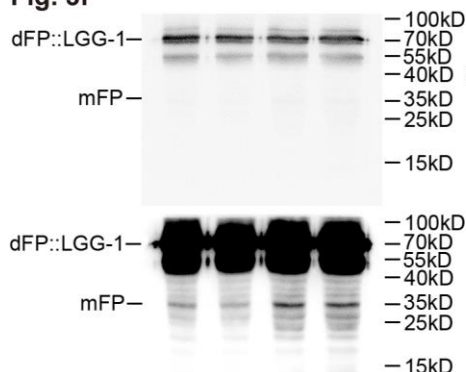**Fig. 5d**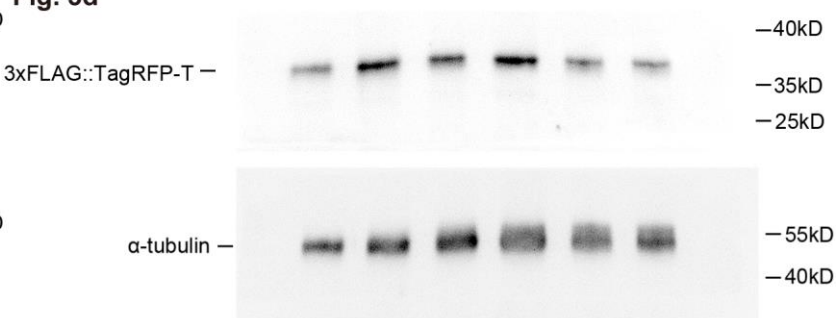**Supplementary Fig. 1f**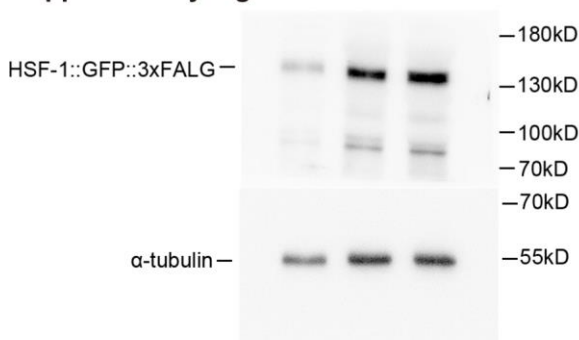**Supplementary Fig. 1h**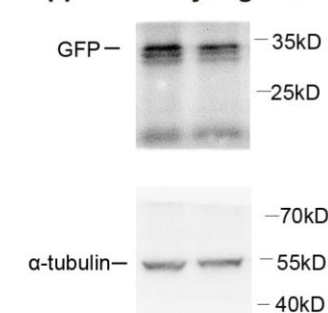**Supplementary Fig. 2d**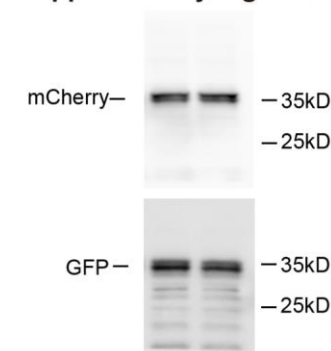**Supplementary Fig. 2f**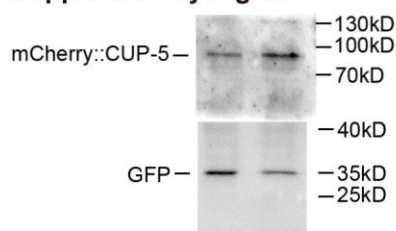**Supplementary Fig. 3a**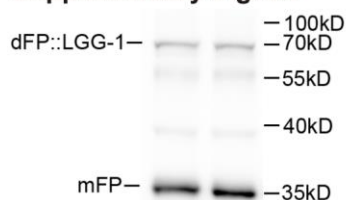**Supplementary Fig. 3e**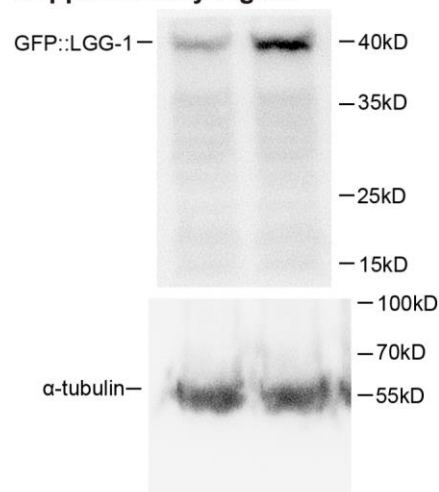

Supplementary Fig. 8. The uncropped and unprocessed images of western blot experiments shown in indicated figures.

# Supplementary material for: A secreted microRNA disrupts autophagy in distinct tissues of Caenorhabditis elegans upon ageing
**Source:** Nat Commun. 2019 Oct 23;10:4827. doi: 10.1038/s41467-019-12821-2
**Supplement:** Supplementary file 7 — Supplementary Data descriptions

Description of Additional Supplementary Files

File Name: Supplementary Data 1.

Description: Lifespan analysis.

File Name: Supplementary Data 2.

Description: The statistics of all experiments except for lifespan analysis.

File Name: Supplementary Data 3.

Description: Strain list.

File Name: Supplementary Data 4.

Description: Oligo list.

How the deposited data were processed for this re-analysis (not part of the article)

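Small RNA from whole wild-type worms at days 1, 7, 14 and 21 of adulthood was sequenced by the authors, with 3 biological replicates at each age. The authors aligned the reads with Tophat to their build of the worm genome, mapped them against known microRNA sequences with miRDeep and compared ages with DESeq. The versions of these tools are not named in the paper's text. The authors' deposited comparisons hold, as deposited, fold changes, which are the ratio of the mean normalized counts of the 2 ages, and p-values and adjusted p-values that the authors computed with DESeq. The deposited values of the main table are whole counts per microRNA and library, with CPM beside them that equal the count over the library total, scaled to a common total, within 0.005. The table has 375 lines that name a microRNA and 1 that names none and holds 0 counts. The lines give 368 mature microRNAs, of which 7 appear on more than 1 line because they come from several precursors; the line with the largest total then stood for the microRNA, and summing the lines was tried as an alternative. The median total was 11620236 counts at day 1, 7535058 at day 7, 6770863 at day 14 and 6825119 at day 21, and the largest total was 2.92 times the smallest. Reads had no molecular identifiers, so counting intervals and floors cover counting error only.

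Counts were analysed in R 4.3.3. edgeR 4.0.16 kept the 245 microRNAs that passed filterByExpr by age (minimum count 10), which hold at least 99.997% of the counts of each library, and left out 123. Of these 245, miR-44-3p and miR-45-3p have the same counts within 1%, so which gene they come from is uncertain, and entered every count and list as 2. Libraries were scaled by TMM. A quasi-likelihood fit of the 12 libraries with age as the only term, which leaves 8 residual degrees of freedom, gave the 5 comparisons between ages, the test over all 4 ages and the trend with the day. p-values were adjusted by Benjamini-Hochberg over the microRNAs tested, with a threshold of 0.05. Replicates differed by more than counting noise (chi-square per degree of freedom of at least 214 for every pair of replicates), so errors are SDs between libraries or standard errors of the fit. Where an age had 0 counts, a fold was given as a lower bound against 3 counts over the group, and with 1 to 3 counts as a ratio with its 95% counting interval (exact).

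Before the data were examined, 22 lists of microRNAs were fixed: seed families (let-7, lin-4, miR-35, miR-51, miR-58, miR-29, miR-2, miR-44 with miR-45, miR-64, miR-72, miR-238 with miR-239, miR-46 with miR-47, miR-75 with miR-79, and miR-251 with miR-252), mirtrons, microRNAs reported to act on lifespan or on survival of heat stress, the vesicle microRNAs *mir-56* and *mir-82* that the paper measured, and markers of neurons, muscle, the intestine and glia. Lists were set by gene and took both arms of each hairpin. The list of a seed family thus also holds arms that do not carry its seed, such as miR-83-5p in the miR-29 family. The 19 lists with tested arms of at least 2 microRNA genes were tested, with each arm as a member, with fry of limma 3.58.1 on log2 CPM (prior count 1) in each of the 5 comparisons, with Benjamini-Hochberg adjustment over the 95 tests, and the 3 lists with a single microRNA gene (*mir-1*, *mir-60* and *mir-228*) were not tested with fry but read as the arms of that gene. The microRNAs to be named were also set by rule: those of *mir-83*, *mir-49*, *mir-56* and *mir-82*; the 10 with the largest change in each direction at day 21 against day 1 and the 3 in each direction in the other 4 comparisons, among those past the threshold whose libraries do not overlap; the 5 most abundant at day 1 and at day 21; and up to 4 of each list with the smallest adjusted p. This gave 93 microRNAs. The values of *mir-83* in Supplementary Fig. 1a had been seen before the rule was written. let-7-5p, lin-4-5p, miR-34-5p, miR-239a-5p and the microRNAs in the plot of fold changes by age were chosen for days 7 and 14 after their values were seen.

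The level of miR-83 over the ages was tested by 100000 permutations of the one-way F, Pearson's r and Spearman's rho on log2 of the TMM-normalized CPM plus 1, and each later age against day 1 by exact permutation (two-sided). The alternatives set in advance were RLE size factors, scaling by total counts, no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0 in place of edgeR, a fit of only the 2 ages compared, a term for the replicate number, each library left out in turn and summed lines. Where a library was left out, the remaining libraries were filtered and scaled by TMM anew. Leaving out day 14 replicate 1 with day 21 replicate 1, and each library in turn as the reference of TMM, were added after the data were seen. The test was run on simulated counts with known changes, where edgeR called 28.1% of 64 microRNAs changed 1.5-fold, 68.3% of 63 changed 2-fold, 100% of 65 changed 4-fold and 1 of 45 unchanged, and 0 of 238 when none was changed. fry called the list that was moved (adjusted p = 3.6e-05) and 0 of 15 lists without moved members. Locations came from the annotation of WBcel235, and the deposited values hold no coordinates of the authors' build. The authors' table that compares day 21 with day 7 was not used because its header names other ages. The paper describes worms of every age in each biological replicate but does not tie the numbers of the libraries to cohorts. Whether libraries with the same number deviate together from the means of their ages was checked by correlation. For day 1 with day 21, 3 of 3 same-numbered pairs had r over 0.1 (0.217, 0.415 and 0.413); over all ages 5 of 18 did, with r from -0.654 to 0.415, and 3 of 12 libraries correlated best with their own number. No other comparison of 2 ages had r over 0.1 in every pair, and for day 1 with day 7 every r was negative (-0.339, -0.459 and -0.235). With 3 libraries per age and no test of these correlations, the check cannot tell whether the numbers pair the libraries, those of day 1 and day 21 included. No sample was left out.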

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

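The tests in this part were chosen only after the results were seen. At day 21 the 8 3p arms of the miR-35 family had a median log2 fold change of 3.54 against day 1 and let-7-5p had -4.10, and the paper does not discuss either. The smallest median of the 3p arms over TMM, RLE and total counts was 3.36, which argues against scaling as the cause, and the growth of the family's share can give other microRNAs a log2 fold change of no lower than -0.30, which argues against dilution. The 7 5p arms had a median of -1.51, with 1 called higher and 3 lower. Embryos held in older worms would raise both arms if they carried them in the ratio of day 1 worms, but the ratio in embryos is unknown here. Less abundant arms outside the family also fell relative to the more abundant arm, by a median log2 difference of -1.09. Low 5p arms therefore decide nothing, and embryos cannot be told apart from a change within the worms' own tissue. Worms were moved to fresh plates until day 10 and those with internal hatching were removed, by the paper's methods, and age itself stays open as an untested cause.

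The less abundant arm of a hairpin was lower relative to the more abundant arm at day 21 than at day 1 in 59 of 82 pairs with both arms tested, with a median log2 difference of -0.997, a measure the paper does not report. The per-library median of the log2 ratio of the 2 arms was -5.34 ± 0.22 (SD, n = 3) at day 1 and -6.45 ± 0.34 at day 21, and it correlated with the day over the 12 libraries (Pearson's r = -0.863, permutation p = 3.4e-04; Spearman's rho = -0.907, permutation p = 2.6e-04; Benjamini-Hochberg adjusted p = 3.4e-04 for both; r from -0.914 to -0.809 without 2 of the 3 day 21 libraries). The median of the per-library differences, another measure than the -0.997 above, was -1.19 over all 82 pairs. It was -1.38 in the 40 pairs whose less abundant arm had at least 100 counts on average. It shrank to -1.07 after the libraries were thinned to the smallest total and to -1.09 without the miR-35 family. Most of the difference stayed, which argues against low counts, library depth and that family alone as the cause. Choosing the more abundant arm at day 7 alone gave -1.24. A faster loss of the less abundant arm with age may be one source, but RNA quality was not measured in these data and stays open, as does a change in the make-up of the worm.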

How the results depend on the processing

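Leaving out day 14 replicate 1 with day 21 replicate 1, and each library in turn as the reference of TMM, were chosen after the data were seen; the other settings were set in advance. Scaling by pseudocounts was not run because the files hold counts, the fit of only 2 ages gives no value for any age or the trend, and lists were not tested in DESeq2. Whether the numbers of the replicates pair the samples is not settled. With the replicate number as a block, 91, 164, 171, 96 and 0 microRNAs changed in the comparisons of days 7, 14 and 21 with day 1, of 14 with 7 and of 21 with 14; of the calls of the microRNAs and lists that were to be named, the block changed only those of miR-55-3p (adjusted p = 0.0546 from edgeR) and of the list of miR-75 and miR-79 (fry, adjusted p = 0.0698), both at day 21 against day 1. Under the settings set in advance the numbers of changed microRNAs stayed within 1.5 times the reported ones: 71 to 115, 120 to 177, 123 to 192, 71 to 114 and 0 to 0, with 136 to 202 over any age and 120 to 188 in the trend. Without day 14 replicate 1 and day 21 replicate 1, 33 passed between days 14 and 21, a count that follows from picking these libraries in the same counts. The direction of miR-83-3p against day 1 was the same in all settings. Its call at day 7 ended with total counts (0.97), summed lines (0.98), without those 2 libraries (1.03), and with day 1 replicate 3 (1.02), day 7 replicate 1 (0.97), day 7 replicate 3 (1.03) or day 21 replicate 3 (0.98) as the reference of TMM, which is day 14 replicate 2 by default and then gives the highest of the 12 values (0.97 to 1.12); leaving out 1 library gave 0.62 to 1.35. Its call at day 14 ended with total counts (0.90), and leaving out 1 library gave 0.80 to 1.52; the relative level at day 14 was 1.87 with total counts and 1.74 to 2.90 with 1 library left out. The tests of lists past the threshold were 52 as reported, 37 to 54 under the settings that keep the libraries, 34 without day 1 replicate 3, 34 without day 7 replicate 1 and at most 47 without any 1 library. Directions reversed, in no case past the threshold under that setting, were: miR-83-3p between days 7 and 14 (-0.074 with total counts); miR-83-5p between days 14 and 21 (0.078 with total counts, 0.081 with at least 10 counts in every library; -0.46 to 0.19 with 1 library left out); miR-49-3p at day 7 (-0.0014 with total counts, -0.0051 with summed lines; -0.25 to 0.23 with 1 left out); miR-71-5p at day 14 (-0.45 to 0.030 with 1 left out); and at day 21 miR-251 (0.0023 with RLE; -0.27 to 0.018 with 1 left out), miR-46-3p (-0.079 with total counts, -0.026 with no filter; -0.26 to 0.22 with 1 left out), miR-46-5p (-0.15 to 0.22 with 1 left out), and miR-56-5p (-0.022 with total counts; -0.11 to 0.22 with 1 left out). The direction of fry at day 21 reversed for the heat stress list (adjusted p = 0.768 with total counts, 0.990 with summed lines, 0.313 without the 2 libraries; 0.237 to 0.998 with 1 left out), neurons (0.937 with total counts), mirtrons (0.281 with only 2 ages; 6.3e-04 to 0.243 with 1 left out) and the lifespan list (0.254 without the 2 libraries; 0.0990 to 0.745 with 1 left out). With 1 library left out, 1689 values of single named microRNAs kept their direction and side of the threshold, 43 lost it, 15 gained it and 16 reversed. The cause of each was not tested. The smallest totals limit the microRNAs with few counts, of which 123 were not tested.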

Differences from the paper's values

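The relative levels of miR-83 in the paper's source data for Supplementary Fig. 1a are 1.97 ± 0.767, 1.871 ± 0.4668 and 3.992 ± 1.379 (SD) at days 7, 14 and 21, against 2.19 ± 0.716, 2.45 ± 0.556 and 4.68 ± 1.31 here. None of the 3 values here is more than 1.5 times the paper's, the bound used for a difference, but at day 14 the 2 means lie further apart than either SD. Scaling by total counts gives 1.97, 1.87 and 3.99. Of the settings set in advance, only the one without day 1 replicate 3 gives a value past that bound, 2.90 at day 14.

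The paper's one-way ANOVA on these levels, with 3 values per age, does not call day 7 or day 14 against day 1, and it calls day 21. The adjusted p of edgeR passes the threshold at all 3 ages. The settings that end the call of edgeR at day 7 are scaling by total counts, summed lines, 11 of the 12 fits that leave out 1 library, and, chosen after the data were seen, 4 of 12 references of TMM and the 2 libraries left out together; at day 14 they are scaling by total counts and 3 of the 12 fits that leave out 1 library. The authors' deposited DESeq comparisons give miR-83-3p an adjusted p of 0.137 at day 7, 0.0650 at day 14 and 5.3e-04 at day 21, with log2 fold changes of 1.17, 1.31 and 2.27. These comparisons call 50, 112, 121, 47 and 0 microRNAs at an adjusted p under 0.05 in the order of days 7, 14 and 21 against day 1, 14 against 7 and 21 against 14, where edgeR called 96, 169, 174, 101 and 0. Of the authors' calls that were also tested here, 45 of 46, 108 of 108, 114 of 114 and 44 of 45 were called in edgeR too.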

Other observations

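The tests of exchanged and thinned libraries and of other splits of the samples in this part were chosen only after the results were seen. Of the other families, the family of miR-238 and miR-239 rose at day 21 against day 1 (4 of 5 arms higher and 0 lower, also adjusted over the list alone; fry, adjusted p = 6.4e-05), with miR-239b-5p at a log2 fold change of 4.38 (3.58 without day 21 replicate 3) and miR-238-3p at 0.86. The miR-29 family, to which *mir-83* and *mir-49* belong, had 2 of 4 arms higher (the same adjusted over the list alone; fry, adjusted p = 4.5e-04, but 0.0743 with total counts, with 2.4e-04 to 0.0743 over the alternatives), and miR-49-3p rose by 1.80 (adjusted p = 2.5e-05 from edgeR) while miR-49-5p had -0.58 (adjusted p = 0.099 from edgeR, but past the threshold at -0.94 without day 21 replicate 1, with 0.00984 to 0.197 over the alternatives). The miR-72 family had 3 of 6 higher and 1 lower (the same adjusted over the list alone; fry, adjusted p = 5.4e-05), with miR-72-5p at 1.82 and miR-74-3p at 2.77. In the miR-58 family 7 of 11 fell and 2 rose (the same adjusted over the list alone; fry, adjusted p = 0.00353, but 0.143 with no filter on low counts, with a range of 3.3e-04 to 0.143 over the alternatives). miR-58-5p, the less abundant arm of its hairpin, was at -1.64, with a log2 difference of -1.39 from miR-58-3p. Of 6 arms of the miR-2 family 3 rose and 2 fell (the same adjusted over the list alone; fry, adjusted p = 0.0117), with miR-43-3p at 5.17 and miR-250-5p at -3.29; the call was lost with total counts (0.0518) and without day 1 replicate 2 (0.0732), day 1 replicate 3 (0.0560) or day 14 replicate 3 (0.0500), with 0.00178 to 0.0732 over the alternatives. Of 8 arms of the miR-64 family 4 fell, among them miR-63-3p (-1.54) and miR-229-3p (-2.21, and -2.80 without day 21 replicate 1), and 1 rose (the same adjusted over the list alone; fry, adjusted p = 0.0120), and the call of the list was lost without day 1 replicate 1 (0.0514), day 1 replicate 3 (0.0751) or day 7 replicate 1 (0.0504), with 4.96e-04 to 0.0751 over the alternatives. The arm that rose was miR-229-5p (0.99), the more abundant arm of the hairpin of miR-229-3p. Its call in edgeR was lost with total counts (adjusted p = 0.0904) and without day 1 replicate 2 (0.0972) or day 21 replicate 3 (0.167).

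Of 11 arms of the miR-51 family 4 rose and 3 fell, with miR-52-5p at 2.13 and miR-53-5p at 2.46 (the same adjusted over the list alone; fry, adjusted p = 0.00806), but the call of the list was lost in each of the 12 fits without 1 library (adjusted p from 0.124 without day 7 replicate 1 to 0.789 without day 1 replicate 2), and with total counts, no filter, at least 10 counts in every library, only the 2 ages compared and summed lines (0.00783 to 0.927 over all alternatives). The family of miR-75 and miR-79 had 1 of 4 higher and 1 lower (1 and 2 adjusted over the list alone; fry, adjusted p = 0.0441) and lost its call in 10 of these 12 fits, all but those without day 7 replicate 2 and day 21 replicate 1 (0.0532 to 0.160 in the 10; 0.0137 to 0.160 over all alternatives) and with total counts, at least 10 counts in every library, summed lines and the replicate block, with miR-75-5p at -1.77. The 2 arms of *mir-75* moved in opposite directions: miR-75-3p was the arm called higher, with a log2 difference of 2.89 from miR-75-5p. Its call was lost with total counts (0.86, adjusted p = 0.129 from edgeR), only the 2 ages compared (0.0854) and summed lines (0.0577). It was also lost without both day 14 replicate 1 and day 21 replicate 1 (0.116), a setting chosen after the data were seen. Of the fits without 1 library, only those without day 1 replicate 1 or day 21 replicate 2 kept the call. The adjusted p ran from 0.0135 to 0.141 over the alternatives. Of 4 arms of the family of miR-46 and miR-47 2 fell, with miR-47-3p at -1.34 (the same adjusted over the list alone; fry, adjusted p = 0.0122, but 0.0518 with total counts, 0.0550 without day 1 replicate 3 and 0.0506 without day 21 replicate 2, with 8.4e-04 to 0.0550 over the alternatives). In the family of miR-251 and miR-252 2 of 3 fell (the same adjusted over the list alone; fry, adjusted p = 0.0127, but 0.339 with at least 10 counts in every library, 0.0621 without day 1 replicate 1, 0.0751 without day 1 replicate 3 and 0.0689 without day 21 replicate 2, with 0.00219 to 0.339 over the alternatives). The family of miR-44 and miR-45 had 4 of 7 higher and 2 lower, where miR-44-3p and miR-45-3p, both higher, have the same counts within 1% and are 1 measurement entered as 2 members (the same adjusted over the list alone; fry, adjusted p = 0.274, but 0.0227 without day 1 replicate 2, with 0.0227 to 0.563 over the alternatives). Among mirtrons, miR-1018 rose by 4.34 (3.55 without day 21 replicate 2) and miR-1020-3p fell by 3.75, with 2 of 3 higher and 1 lower (the same adjusted over the list alone; fry, adjusted p = 0.0120, but 0.0834 with no filter on low counts, 0.281 with only the 2 ages compared and 0.243 without day 14 replicate 1, with 6.3e-04 to 0.550 over the alternatives). Between days 14 and 21 mirtrons were the only list of 19 to pass (fry, adjusted p = 0.0322, lost with only the 2 ages compared at 0.429 and without day 14 replicate 1 at 0.0685, day 14 replicate 3 at 0.0732, day 21 replicate 2 at 0.0676 or day 21 replicate 3 at 0.0589, with 0.00476 to 0.429 over the alternatives). In whole worms, *mir-56* and *mir-82* had 2 of 4 arms lower and 0 higher (the same adjusted over the list alone; fry, adjusted p = 0.0177, but 0.132 with only the 2 ages compared, with 0.00129 to 0.132 over the alternatives), with miR-82-5p at -2.37 and miR-56-3p at -0.32 (adjusted p = 0.22 from edgeR, but past the threshold at -0.45 with total counts and at -0.58 without day 1 replicate 1, with 0.0208 to 0.304 over the alternatives). miR-82-5p is the less abundant arm, with 61 counts per library on average, and had a log2 difference of -1.63 from miR-82-3p. miR-82-3p, the more abundant arm, thus fell by less. Its call was lost with only the 2 ages compared (-0.87, adjusted p = 0.0759 from edgeR), with 0.00166 to 0.0759 over the alternatives. Of 6 arms of neurons 2 rose and 1 fell (the same adjusted over the list alone; fry, adjusted p = 0.225), and the 2 arms of the glia marker *mir-228* had opposite signs. miR-228-5p, the more abundant arm, had a log2 fold change of 0.59 (adjusted p = 0.092 from edgeR) and passed the test without day 1 replicate 2 (0.69, adjusted p = 0.0446) or day 21 replicate 1 (0.74, adjusted p = 0.0163), with 0.0109 to 0.380 over the alternatives. miR-228-3p fell by 0.70 (adjusted p = 0.038 from edgeR, but 0.0824 without day 1 replicate 2, 0.0739 without day 21 replicate 3 and 0.0717 with only the 2 ages compared, with 0.0107 to 0.0824 over the alternatives). miR-1823 (7.06), miR-2214-3p (6.79, and 5.83 without day 21 replicate 2), miR-2208a-5p (6.14, and 5.39 without day 1 replicate 1 and 5.35 without day 21 replicate 2) and miR-796 (6.08) had the largest rises of those with more than 3 counts at day 1, and miR-788-3p (-5.68, and -6.82 without day 21 replicate 1) the largest fall of those with more than 3 counts at day 21. miR-2215-3p, with 0 counts at day 1, was at least 26.4-fold higher, and miR-4812-3p, with 0 counts at day 21, at least 11.9-fold lower. For miR-2220-3p the ratio of day 21 to day 1 was 65.9 (counting interval 22.0 to 324).

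No microRNA passed between days 14 and 21 (0 in edgeR and in DESeq2, 12 at an unadjusted p under 0.05), and day 14 replicate 1 and day 21 replicate 1 lay among the libraries of the other age. With these 2 libraries exchanged, 56 microRNAs passed and every other split of the 6 libraries gave 0, which points to a structure of the samples; since the 2 libraries were picked from the same counts, this count restates their place and does not show an exchange, and an exchange cannot be told apart from the labels here. Single microRNAs ran both ways: miR-83-3p parted the 2 ages as labelled (97.4 to 154 CPM, TMM, at day 14 and 197 to 329 at day 21), while miR-83-5p parted the exchanged sets (38.5 to 44.7 CPM with day 14 replicate 1 and 54.6 to 75.1 with day 21 replicate 1), as did let-7-5p (0.0309% to 0.0400% and 0.0591% to 0.0753% of counts). As labelled, 23 of the 245 microRNAs (9.39%) did not overlap between the 2 ages, near the 10% that chance gives. No such count was made for the exchanged sets, so these examples decide nothing. After thinning to equal totals the gap between the 2 sets on the first principal component was still at least 6.10 in 20 thinned sets, against 6.41 as deposited, which argues against depth as the cause. Worms of the same age that differ in how far they have aged stay open and were not tested.

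Other splits of the libraries were counted for each comparison. For changes over any age, 1 of 100 splits, the labelled one itself, gave as many (182, with 74 as the highest other). For the trend it was also 1 of 100 (167, with 27 as the highest other). This is the smallest share that 100 splits allow, so it argues against chance for both but does not exclude it. The comparisons of 2 ages have 10 splits each, too few for a share under 0.05: days 7, 14 and 21 against day 1 and day 14 against day 7 gave 96, 169, 174 and 101 with 0 as the highest other, the splits that also part the same-numbered libraries included, and day 21 against day 14 gave 0 with 56 as the highest other, so that 10 of 10 splits gave as many.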
